# A natural variation-based screen in mouse cells reveals USF2 as a regulator of the DNA damage response and cellular senescence

**DOI:** 10.1093/g3journal/jkad091

**Published:** 2023-04-25

**Authors:** Taekyu Kang, Emily C Moore, Emily E K Kopania, Christina D King, Birgit Schilling, Judith Campisi, Jeffrey M Good, Rachel B Brem

**Keywords:** natural variation, novel screen, USF2, DNA damage, cellular senescence

## Abstract

Cellular senescence is a program of cell cycle arrest, apoptosis resistance, and cytokine release induced by stress exposure in metazoan cells. Landmark studies in laboratory mice have characterized a number of master senescence regulators, including p16^INK4a^, p21, NF-κB, p53, and C/EBPβ. To discover other molecular players in senescence, we developed a screening approach to harness the evolutionary divergence between mouse species. We found that primary cells from the Mediterranean mouse *Mus spretus*, when treated with DNA damage to induce senescence, produced less cytokine and had less-active lysosomes than cells from laboratory *Mus musculus.* We used allele-specific expression profiling to catalog senescence-dependent *cis*-regulatory variation between the species at thousands of genes. We then tested for correlation between these expression changes and interspecies sequence variants in the binding sites of transcription factors. Among the emergent candidate senescence regulators, we chose a little-studied cell cycle factor, upstream stimulatory factor 2 (USF2), for molecular validation. In acute irradiation experiments, cells lacking USF2 had compromised DNA damage repair and response. Longer-term senescent cultures without USF2 mounted an exaggerated senescence regulatory program—shutting down cell cycle and DNA repair pathways, and turning up cytokine expression, more avidly than wild-type. We interpret these findings under a model of pro-repair, anti-senescence regulatory function by USF2. Our study affords new insights into the mechanisms by which cells commit to senescence, and serves as a validated proof of concept for natural variation-based regulator screens.

## Introduction

Metazoan cells of many types, upon exposure to stress, can enter a senescence program, in which they stop dividing, become refractory to apoptosis, and release soluble inflammation and tissue remodeling factors termed the senescence-associated secretory phenotype (SASP) (Hayflick 1965; Campisi 2005; Campisi and d’Adda di Fagagna 2007; Coppé *et al.* 2008). The resulting acute immune response can clear debris, promote wound healing, and/or suppress tumorigenesis (Baker *et al.* 2011; Demaria *et al.* 2014; Paramos-de-Carvalho *et al.* 2021; Wan *et al.* 2021). However, during aging, senescent cells can remain long past any initial triggering event, resulting in chronic inflammation that damages the surrounding tissue (Krtolica *et al.* 2001; Parrinello *et al.* 2005; Davalos *et al.* 2010; Olivieri *et al.* 2018; Wan *et al.* 2021). Landmark studies have revealed the benefits of eliminating senescent cells to treat age-related pathologies and boost median lifespan (Baker *et al.* 2011; Demaria *et al.* 2014; Kang 2019; Kim and Kim 2019).

Establishment of the senescent state and the activity of senescent cells hinges in large part on gene regulatory events. Finding molecular players that control this process is an active area of research. Now-classic work has implicated p16^INK4a^ and p21 in the repression of pro-cell cycle genes and promotion of growth arrest (Campisi 2013) after DNA damage, and NF-κB, p53, and C/EBPβ as regulators of the SASP (Salotti and Johnson 2019). However, given the complexity of the senescence program, many more regulators likely remain to be identified. Indeed, bioinformatic approaches have identified dozens of other transcription factor candidates in senescence (Xie *et al.* 2014; Wang *et al.* 2016; Han *et al.* 2018; Brückmann *et al.* 2019; Martínez-Zamudio *et al.* 2020; Tyler *et al.* 2021; Zhang *et al.* 2021; Chan *et al.* 2022), many of which remain unvalidated (but see (Xie *et al.* 2014; Wang *et al.* 2016; Han *et al.* 2018; Martínez-Zamudio *et al.* 2020) for recent discoveries of the roles of DLX2, FOXO3 and AP-1).

We set out to develop a novel approach to survey transcription factors that play a role in cellular senescence, with the potential for increased specificity relative to traditional genomic screens. Our strategy took advantage of the natural genetic variation in senescence gene expression, and transcription factor binding sites, across mouse species. Among the top hits from this analysis, we chose the under-studied factor upstream stimulatory factor 2 (USF2) for validation experiments, focusing on gene regulation and cellular phenotypes during senescence induction and maintenance.

## Methods

### Primary cell extraction and culture

Wild-derived lines of *Mus musculus* (PWK/PhJ), *Mus spretus* (STF/Pas), and their interspecies F1 hybrids (*M. musculus × M. spretus*), were maintained in standard conditions under Montana Institutional Animal Care and Use Committee protocol number 062-1JGDBS-120418. For each genotype, five tails from two males and three females aged 3–5 months were collected into chilled Dulbecco's Modified Eagle Medium (DMEM) and shipped to the Buck Institute/UC Berkeley for further processing. *Mus domesticus* TUCA, from Tucson, Arizona, in their 40th generation of sib-sib mating, and MANB, from Manaus, Brazil, in their 25th generation of sib-sib mating, were maintained in standard conditions under UC Berkeley Institutional Animal Care and Use Committee protocol number AUP-2016-03-8548-2. For each genotype, two tails from female mice less than 10 weeks old were collected as above. No blinding was required for tail collection. Primary tail fibroblasts were extracted from the cuttings essentially as described (Khan and Gasser 2016); details are provided in Supplemental Methods. For experiments in wild-type *M. musculus*, *M. spretus*, *M. domesticus*, and F1 hybrid cells, we considered the culture from each individual animal to represent one biological replicate of the respective genotype.

### Irradiation treatment

To treat a given cell culture replicate with ionizing radiation (Campisi and d’Adda di Fagagna 2007; Zhao and Darzynkiewicz 2013; Casella *et al.* 2019) for a cell-biological assay or omics profiling, we proceeded as follows. The day before irradiation, cells were seeded at 60–70% confluency and incubated in a 37°C humidified incubator at 3% O_2_ and 10% CO_2_ overnight in complete medium. The next day, a subset of cells was collected and used as input into the respective experiment as the unirradiated control. The remainder of the culture was transferred into an X-RAD 320 X-Ray Biological Irradiator and treated with 15 Gy of X-ray irradiation. Cultures were then placed back into the 37°C humidified incubator at 3% O_2_ and 10% CO_2_ until sampling at 6 hours for marker assays and RNA-seq focused on acute DNA damage response, or 7, 10, or 20 days for marker assays and RNA-seq and proteomics focused on senescence (in which case the medium was replaced 6–8 hours after irradiation, then every 48 hours for the remainder of the experiment), as detailed below. For procedures used in cell proliferation and DNA damage assays, see Supplemental Methods.

### Senescence marker assays

For a given replicate culture after irradiation and incubation (see above), senescence-associated β-galactosidase (SABG) activity was measured using the BioVision Inc. Senescence Detection Kit (cat. #K320): cells were fixed, permeabilized, and incubated with the staining solution containing X-gal overnight. Multiple images were taken the following day using a brightfield microscope, and the image names were randomized before the proportion of β-galactosidase-positive cells was counted manually to remove potential sources of bias. Cultures were considered to be senescent if they showed less than 10% EdU incorporation (see below) and over 90% β-galactosidase-positive cells. In the species comparison of Fig. 1, we subjected two technical replicate cultures of each of three biological replicates per purebred species to irradiation (see above) followed by β-galactosidase assays at the indicated timepoints. In Fig. 6c, we carried out irradiation and β-galactosidase assays as above at Day 7 after irradiation for two technical replicates from each of two biological replicates of *M. musculus* cells infected with lentivirus harboring the scrambled control and two of each *Usf2* knockdown (see below). In Supplementary Fig. 1, data from each purebred cell lines were collected on Day 10 following irradiation. In Supplementary Fig. 4, data for purebreds were from Fig. 2 at Day 7; separately, for the interspecies F1 hybrid, we carried out irradiation and β-galactosidase assays as above for two technical replicates from one biological replicate.

**Fig. 1.**
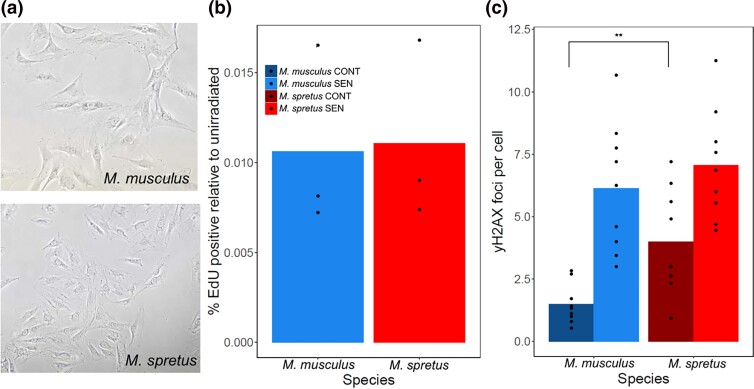
Phenotypes of senescence in cells from *M. musculus* and *M. spretus* mice. a) Representative images of senescent primary fibroblasts from *M. musculus* and *M. spretus* 7 days after irradiation exhibiting a flattened and enlarged morphology. b) Each column reports the average percentage of cells with EdU incorporation 7 days after IR treatment (SEN) set relative to the same in unirradiated controls (CONT) for each species reported in (A). For a given column, points report biological and technical replicates (*M. musculus n* = 3, *M. spretus n* = 3). c) Each column reports the average number of γ-H2AX foci per cell for cells of the indicated genotype and treatment. For a given column, points represent biological and technical replicates (*M. musculus n* = 9, *spretus n* = 9). **, *P* < 0.01, one-tailed Wilcoxon test comparing species.

**Fig. 2.**
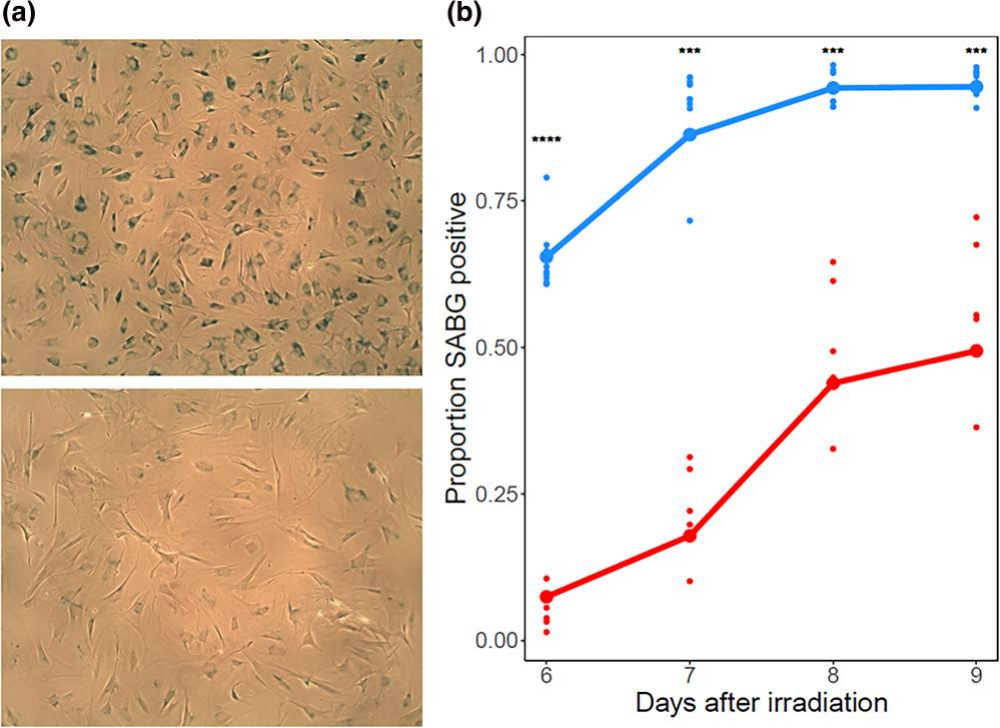
Senescent *M. spretus* cells exhibit lower β-galactosidase activity. a) Representative images of senescent primary fibroblasts from *M. musculus* (above) and *M. spretus* (below) stained with the β-galactosidase indicator X-Gal seven days after irradiation. b) Each trace reports results from a timecourse of X-Gal staining assays of primary senescent cells of the indicated species as in (A). The *y*-axis reports the proportion of cells stained positive for SABG activity. In a given column, small points report biological and technical replicates and large points report their average (*M. musculus n* = 9, *M. spretus n* = 5). ***, *P* < 0.001, ****, *P <* 0.0001, one-tailed Wilcoxon test comparing species.

### RNA collection and sequencing

For a given replicate culture of a given genotype, either before irradiation or 6 hours, 10 days, or 20 days after irradiation (see above), cells were treated with TRIzol and RNA was extracted using chloroform and ethanol precipitation. The RNA was then further purified using the Qiagen RNeasy Kit (cat. #74004) for DNase treatment and column cleanup. The purity of the extracted RNA was verified using a NanoDrop ND-1000 Spectrophotometer; all samples had 260/280 and 260/230 ratios greater than 2.0. Purified RNA in distilled RNase/DNase-free water was snap-frozen using dry ice and stored at −80°C. Samples were then either transferred to the QB3 Genomics core at University of California, Berkeley, for library prep and sequencing on 150PE NovaSeq S4 or shipped to Novogene Co. (Sacramento, CA) for the same. Both facilities provided 25 million paired end reads per sample. For expression profiles of purebred cells and *M. musculus* × *M. spretus* F1 hybrid cells, we subjected three biological replicates of a given genotype to irradiation (see above) followed by RNA-seq at the indicated timepoints. To assess transcriptional impacts of *Usf2* knockdown, we carried out irradiation and RNA isolation as above for two biological replicates of *M. musculus* cells infected with lentivirus harboring the scrambled control and two of each *Usf2* knockdown (see below).

### Pseudogenome and VCF generation

As publicly available annotations for *M. musculus* and *M. spretus* are in the context of their reference genomes (GRCm38.96 and SPRET_EiJ_v1.96, respectively), custom pseudogenomes for strains PWK and STF were generated and used for this study. For the PWK pseudogenome, variant calls between PWK and the reference genome in the form of a variant call file (VCF) were downloaded from the Sanger Mouse Genomes Project database (https://www.sanger.ac.uk/data/mouse-genomes-project/). A pseudogenome using the VCF and the GRCm38.96 reference genome was created using bcftools v1.9 (Danecek *et al.* 2021). To generate shotgun sequence data for the STF pseudogenome, DNA was extracted from *M. spretus* liver tissue using Qiagen DNeasy spin columns (cat. #69506). The sample was sheared via sonication (Covaris E220), and prepared using the New England Biolabs NEBNext Ultra DNA Library kit (cat. #E7370L). The final library was sequenced on a single lane of 150-bp PE Illumina HiSeq X at Novogene, Inc. The latter reads were aligned to the SPRET_EiJ_v1.96 reference genome using bowtie v2.2.3 (Langmead and Salzberg 2012), and a VCF was generated using bfctools mpileup and filtered for quality, depth, and SNPs using vcfutils (Li *et al.* 2009; Li 2011). The VCF was then used with the reference genome to create a STF pseudogenome using bcftools. The pseudogenomes were verified by identifying a number of called variants by hand. A VCF of variants between the STF and PWK pseudogenomes was generated as above aligning the STF whole genome sequencing reads to the PWK pseudogenome.

### RNA-seq processing

In transcriptional profiles of *M. musculus* × *M. spretus* F1 hybrid cells, sequencing reads from a given replicate were aligned to a concatenated PWK/STF pseudogenome using tophat v2.1.1 (Kim, Pertea, *et al.* 2013) allowing for zero mismatches to ensure allele specific mapping. Alignments were then filtered for uniquely mapped reads using samtools v1.3.1, and gene counts were generated using HTSeq v0.11.2 (Putri *et al.* 2022) and genome annotations (GRCm38.96, SPRET_EiJ_v1.96) for both species from Ensembl. Counts were then converted to transcripts per million (TPM) using custom R scripts, and genes were filtered for those showing counts in more than half the samples sequenced.

In transcriptional profiles of purebred *M. musculus* wild-type cells and *M. musculus* cells infected with lentiviruses harboring shRNAs, RNA-seq processing was as above but mapping was to the PWK pseudogenome only; for profiles of purebred *M. spretus* wild-type cells, mapping was to the STF pseudogenome only.

Data for the average TPM across biological replicates for purebred parents and interspecific F1 hybrid are reported in Supplementary Table 1. Average TPM across biological replicates for shRNA-treated *M. musculus* cells are reported in Supplementary Table 6.

### Gene Ontology enrichment analysis of RNA-seq data

For the comparison of transcriptional profiles of *M. musculus* and *M. spretus* purebred cells, for each gene in turn, we tabulated the average TPM count from each species across replicates, and then took the log_2_ of the ratio of these averages, *r*_sen,__true_. We downloaded Gene Ontology annotations from the AmiGO 2 (Ashburner *et al.* 2000; Gene Ontology Consortium 2021) database and filtered for those with supporting biological data. For each term, we summed the *r*_sen,__true_ values across all genes of the term, yielding *s*_sen,__true_. To assess the enrichment for high or low values of this sum, we first took the absolute value, |*s*_sen,__true_|. We then sampled, from the total set of genes with expression data, a random set of the same number as that in the true data for the term; we calculated the species difference *r*_sen,__rand_ for each such gene and the absolute value of the sum over them all, |*s*_sen,__rand_|. We used as a *P*-value the proportion of 10,000 resampled data sets in which |*s*_sen,__true_| > |*s*_sen,__rand_|.

For analysis of the impact of *Usf2* knockdown on expression before or 6 hours, 10 days, or 20 days after irradiation (see below), Gene Ontology enrichment tests were as above except that we took the ratio, for a given gene, between the average expression in purebred *M. musculus* (PWK) cells infected with lentivirus harboring scrambled shRNA and the analogous quantity across both *Usf2*-targeting shRNA treatments.

### Proteomic analysis of secreted proteins

For a given replicate culture, either before irradiation or 10 days after irradiation (see above), cells were washed three times with PBS and incubated with serum and phenol red free DMEM containing 1% pen-strep for 24 hours. The following day, the conditioned medium was collected and passed through a 0.45-µm filter to remove cellular debris. The conditioned medium was placed in a −80°C freezer for storage before use as input into proteomic profiling (see below). For proteomic profiles of purebred cells, we carried out this procedure for three technical replicate cultures of one biological replicate per species.

Sample processing for quantitative proteomic analysis via mass spectrometry was performed as in Neri *et al.* (2021); details are provided in Supplemental Methods.

### Transcriptomic screen for senescence regulators

To associate expression variation in genes with sequence variation in their upstream binding sites for a given transcription factor, we proceeded as follows. From RNA-seq profiling of *M. musculus* × *M. spretus* F1 hybrid cells (see above), we used the TPM counts for each parent species’ allele from each replicate profile from control and senescent conditions as input into a two-factor ANOVA. A given gene was categorized as exhibiting senescence-associated differential allele-specific expression if the interaction *F* statistic value from this ANOVA was among the top 25% of all genes tested. Separately, we used compiled data from chromatin immunoprecipitation via high-throughput sequencing from the Gene Transcription Regulation Database (Yevshin *et al.* 2019) to identify all experimentally determined transcription factor (TF) binding sites located within a 5-kb window upstream of the transcriptional start site for each gene in turn in the *M. musculus* genome; we refer to the downstream gene of each such binding location as the target of the TF. This calculation used *M. musculus* gene start sites from the Ensembl GRCm38.96 GFF. Next, for each binding site, we used the VCF between PWK and STF pseudogenomes (see above) to identify single nucleotide variants between PWK and STF in the binding site locus. Now, for all the target genes of a given TF, we categorized them as having sequence variants or not in the respective binding site, and exhibiting senescence-associated differential allele-specific expression. We eliminated from further consideration any TF with fewer than 250 target genes in each of the four categories. For all remaining TFs, the 2 × 2 contingency table was used as input into a Fisher's exact test with Benjamini–Hochberg multiple testing correction.

### *Usf2* shRNA vector design, construction, and application

*Usf2* knockdown shRNA sequences were obtained from the Broad Institute Genetic Perturbation Portal (https://portals.broadinstitute.org/gpp/public/). Two shRNA sequences for *Usf2* (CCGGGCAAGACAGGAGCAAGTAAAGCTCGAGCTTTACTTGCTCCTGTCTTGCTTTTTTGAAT; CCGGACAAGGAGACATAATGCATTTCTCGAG-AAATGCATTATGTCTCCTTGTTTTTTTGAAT), and, separately, a scrambled control sequence (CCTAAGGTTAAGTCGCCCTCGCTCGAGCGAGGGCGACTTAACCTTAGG, Addgene cat. #1864) were each cloned into pLKO.1 puro lentiviral vectors (Addgene cat. #8453). Lentiviral particles containing each of the shRNA constructs were generated by calcium phosphate co-transfection of HEK 293T cells with the shRNA pLKO.1 puro vectors and separate pMDLg/pRRE packaging and pCMV-VSV-G envelope plasmids generously provided by Dr. Marius Walter of the Verdin Lab at the Buck Institute. The number of viral particles generated was determined using the Origene One-Wash Lentivirus Titer Kit, p24 ELISA (cat. #TR30038). These particles were used to infect two biological replicates of purebred *M. musculus* (PWK) primary tail fibroblasts at a multiplicity of infection of 5 with 4 µg/mL of polybrene, and infected cells were selected by incubating with 2-µg/mL puromycin for 10 days, changing media and antibiotic every other day. Knockdown of *Usf2* was determined by qPCR, using *Usf2* qPCR primer sequences chosen through NCBI Primer Blast, filtering for those spanning an exon–exon junction. The primer pair with the same efficiency (calculated as 10^(−1/slope)^ when plotting log concentration of template cDNA vs Ct) as the internal control *Actb* qPCR primers was chosen: *Usf2* forward 5′ TTCGGCGACCACAATATCCAG 3′, *Usf2* reverse 5′ TTCGGCGACCACAATATCCAG 3′, *Actb* forward 5′ CAACCGTGAAAAGATGACCC 3′, *Actb* reverse 5′ GTAGATGGGCACAGTGTGGG 3′. *Usf2* expression was calculated using the Delta-Delta Ct method (Livak and Schmittgen 2001).

### Cell proliferation and DNA damage assays

For each of two biological replicates of purebred *M. musculus* (PWK) cells infected with lentivirus harboring the scrambled control and two of each *Usf2* knockdown, either before irradiation or 6 hours after irradiation (see above), we measured cell proliferation and DNA damage response as follows.

For a given replicate, DNA synthesis was measured via 5-ethynyl-2´-deoxyuridine (EdU) incorporation assays using the Invitrogen Click-iT Edu Alexa Fluor 488 Flow Cytometry Assay Kit (cat. #C10420). Comet assays were carried out to measure levels of DNA double-stranded breaks for a given replicate culture as described (Olive and Banáth 2006).

For H2AX assays, for a given replicate, cells were fixed, permeabilized, and blocked, then incubated with 1 µg/mL of primary antibodies specific to phosphorylated (Ser 139) H2AX (cat. #sc-517348, Santa Cruz Biotechnology) in 3% BSA overnight at 4°C. The following day, the cells were washed in PBS three times before incubating with 2 µg/mL of Alexa 488 secondary antibodies purchased from Invitrogen (cat. #A11001) for 2 hours at room temperature. Cells were washed three times with PBS then incubated with 0.5-µg/mL DAPI for 5 minutes at room temperature. The cells were washed once more with PBS before mounting for imaging. Multiple representative confocal images of each sample were taken using a Zeiss LSM 710 AxioObserver, and processed with ImageJ (Schneider *et al.* 2012).

### Multivariate ANOVA of irradiation and senescence timecourse

To identify genes whose expression changed in wild-type cells through irradiation and senescence, we used RNA-seq profiling data from purebred *M. musculus* (PWK) cells harboring a scrambled shRNA before and 6 hours, 10 days, and 20 days after irradiation (see Supplementary Table 6) as input into a multivariate ANOVA test.

### MERLIN regulatory network reconstruction

To reconstruct a regulatory network, we used RNA-seq profiling data for purebred *M. musculus* (PWK) cells harboring a scrambled shRNA or a *Usf2*-targeting RNA, before and 6 hours, 10 days, and 20 days after irradiation, as input into MERLIN (Roy *et al.* 2013) with default settings. Analysis used a catalog of murine transcription factors from the Gene Transcription Regulation Database (Yevshin *et al.* 2019).

## Results

### High levels of senescence markers in *M. musculus* fibroblasts relative to other mice

To study natural variation in senescence phenotypes, we made use of a classic in vitro cell model of senescence, namely primary fibroblasts from mouse tail skin treated with 15 Gy of ionizing radiation (IR) (Campisi and d’Adda di Fagagna 2007; Casella *et al.* 2019). We isolated primary tail fibroblasts from the PWK and STF wild-derived purebred lines of *Mus musculus musculus* (hereafter *M. musculus*) and *M. spretus*, respectively. Seven days after IR treatment, cells from both species had arrested growth and exhibited the expected flattened and enlarged morphologies of senescent cells (Fig. 1a and b). Assaying these cultures for γ-H2AX foci, a marker of the DNA damage response and a hallmark of long-term senescence (Rodier *et al.* 2009; Siddiqui *et al.* 2015), we found that counts were indistinguishable in primary *M. musculus* and *M. spretus* fibroblasts after irradiation, though higher in the latter in the absence of treatment (Fig. 1c). These data indicated that cells of both species had mounted the DNA damage response and entered the senescent state in our treatment and incubation regime.

To begin to compare the senescence program between cells of *M. musculus* and *M. spretus*, we assayed primary fibroblasts from each species for SABG, which reports lysosomal hyperactivity during senescence and has served as a classic marker of senescence (Dimri *et al.* 1995). After irradiation, we detected robust signal in this assay from cells of both species, as expected; however, the proportion of SABG-positive cells in *M. spretus* fibroblast cultures was two to eight-fold lower than that of *M. musculus* cells (Fig. 2). Primary fibroblasts from *M. musculus domesticus*, a close relative of *M. musculus musculus*, exhibited an intermediate SABG staining after irradiation (Supplementary Fig. 1). We conclude that in the irradiated fibroblast culture model, genotypes from distinct species encode a range of lysosomal activity phenotypes, with the most avid in *M. musculus musculus*.

### The high-amplitude SASP of *M. musculus* fibroblasts is unique relative to *M. spretus*

In *M. musculus* cells, the massive lysosomal changes seen after irradiation likely result from overload of the proteostasis system during SASP production (Brunk and Terman 2002; Pluquet *et al.* 2015; Park *et al.* 2018). Given that we had observed weaker effects of irradiation on lysosomal activity in fibroblasts from non-*M. musculus* species (Supplementary Fig. 1), we hypothesized that the latter would likewise exhibit a dampened-SASP phenotype. To test this, we focused on *M. musculus* and *M. spretus* as representatives of the extremes of the phylogeny. 

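Primary fibroblasts grown from tail skin of the wild-derived lines PWK (M. musculus) and STF (M. spretus) were sequenced as bulk RNA in 3 unirradiated and 3 senescent cultures of each species. Senescent cultures had received 15 Gy of ionizing radiation and were collected 10 days later. Each of the 3 cultures of a species came from one animal, and the unirradiated and the senescent library of an animal carry the same number. The authors aligned the reads with tophat to a pseudogenome of each strain without mismatches, kept uniquely mapping reads, counted them on genes with HTSeq and deposited transcripts scaled to a common library total (TPM), which are scaled for gene length and for the total of each library. TPM keep no sequencing depth, so the read number that the study states for each sample could not be compared with the values. The TPM of the 12809 listed genes summed to between 561833 and 627190 in the M. musculus libraries (median 576586 unirradiated and 605983 senescent). In the M. spretus libraries they summed to between 857712 and 875576 (median 873503 unirradiated and 865952 senescent). Because the listed genes take a different share of the total in the 2 species, tests were made within a species or on the difference between the responses of the species. Values were tested as log2(TPM + 1) with limma over all 4 groups, in the 10971 genes with a mean of at least 1 TPM, and fold changes on this scale understate the change of low genes.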

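The averages in Supplementary Table 1, of which 1999 of 12245 rows were readable here, are in M. musculus the means of animals 2 and 3 in both conditions. PWK animal 1 does not enter them, and the paper gives no reason for leaving it out. The legend of Supplementary Fig. 2 gives n = 3, so that figure may rest on all 3 animals. Across genes, the log2 values of animal 1 correlated with those of animals 2 and 3 at 0.77 and 0.80 unirradiated and at 0.68 and 0.71 in senescence, while animals 2 and 3 correlated with each other at 0.93 and 0.97. Over animals 2 and 3 in M. musculus and all 3 in M. spretus, 104 of 10813 genes changed with senescence in M. musculus at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 95 higher and 9 lower. Over all 3 animals 2 of 10971 genes changed, and 1136 had an unadjusted p under 0.05. Without the senescent library of animal 1 alone, 89 genes changed, and without the unirradiated library of animal 1 alone, 1 gene did. With the animal as a replicate block, the alternative that moved this count most, 259 genes changed (95 higher and 164 lower). In M. spretus 0 genes changed, with 484 at an unadjusted p under 0.05, and with the animal block 28 changed (10 higher and 18 lower).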

We profiled bulk RNA levels in irradiated and control primary fibroblast cultures from each species (Supplementary Table 1). 

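A list of 64 mouse genes commonly counted among the factors of the senescence-associated secretory phenotype (SASP) was fixed before the values were seen, since the paper's text does not print its own list, and 46 of these genes passed the filter on low values. Over PWK animals 2 and 3, the samples behind the paper's averages, these genes rose in senescence by a mean log2 fold change of 1.03 in M. musculus, against 0.007 over the 3 M. spretus animals. The difference between the species was 1.02 (limma's camera test, adjusted p = 2.3e-09). Over all 3 M. musculus animals the mean change was 0.65 (adjusted p = 3.1e-04), that in M. spretus was 0.007 (adjusted p = 0.958) and the difference was 0.64 (adjusted p = 1.4e-04), with 35 of the 46 genes changed more in M. musculus. Camera was run with a preset correlation between genes, and asks whether the list changed more than the other genes. Fry asks whether the list changed at all, so the 2 tests answer different questions. Under limma's fry test, which takes the correlation from the samples, the adjusted p of the difference was 0.573, and under camera with an estimated correlation it was 0.356, in a range from 2.3e-09 to 0.573 over all alternatives that keep every library or use the paper's. The small M. spretus value changed sign without its unirradiated library 1 (-0.03) or 2 (-0.04) or its senescent library 3 (-0.05), and with median-ratio scaling (-0.0058). None of the 46 genes passed for the difference between the species, whether adjusted over all genes or adjusted over the list alone. Of the 46 genes, 7 are shown by the study from these libraries in Supplementary Fig. 2, and the mean difference over the other 39 was 0.52.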

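The mean log2(TPM + 1) of the SASP list in each library gives the spread between animals. In M. musculus it went from 4.31 to 4.21 in animal 1, from 5.88 to 6.54 in animal 2 and from 5.16 to 6.58 in animal 3. In M. spretus it went from 5.23 to 5.21, from 5.22 to 5.30 and from 5.48 to 5.44 in animals 1, 2 and 3. With both libraries of M. musculus animal 1, 2 or 3 left out, the difference between the species was 1.02, 0.65 or 0.26. With single libraries left out it ranged from 0.24, without the unirradiated library of M. musculus animal 1, to 1.43, without its senescent library.

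**Figure D1:**
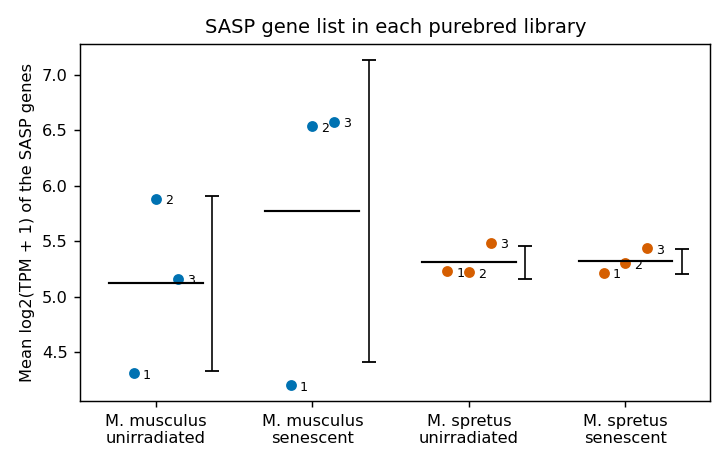
Mean log2(TPM + 1) of the 46 SASP genes in each library of M. musculus and M. spretus fibroblasts, unirradiated and 10 days after irradiation. Points are libraries labelled by animal, black lines are group means and the bars beside the points are SDs. The M. musculus animals spread from 4.21 to 6.58 in senescence, and the M. spretus animals from 5.21 to 5.44.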

In the resulting profiles, we inspected genes of the SASP immune-stimulatory program (Coppé *et al.* 2008), and found that this gene cohort was induced more highly in *M. musculus* cells than in those of *M. spretus* after irradiation (Fig. 3a). Likewise, in an unbiased search of Gene Ontology terms, we identified several suites of immune response and NF-κB signaling genes that were enriched for senescence-specific differential expression between the cultures (Fig. 3b and Supplementary Tables 2 and 3). 

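Gene Ontology annotations were not used here, and the nearest set with a fixed membership was the Reactome pathway of chemokine receptors and their ligands, with 16 of its 68 genes tested. Its mean log2 change in senescence was 0.98 in M. musculus (camera, adjusted p = 0.0088) and 0.10 in M. spretus (adjusted p = 0.793), a difference of 0.88 (adjusted p = 0.012). For the response of single genes, limma's interaction of species and senescence called 7 of 10813 genes over the paper's samples, 6 with the larger change in M. musculus and 1 with the larger change in M. spretus. Over all mapped samples it called 0 of 10971 genes, with 285 at an unadjusted p under 0.05. Without the senescent library of PWK animal 1 it called 6.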

In each case, the gene groups were more strongly induced during senescence in *M. musculus* cells than in *M. spretus* cultures; among members of the latter, we noted *Cxcl1* (Kim *et al.* 2018), *Il6* (Coppé, Patil, *et al.* 2010), *Ccls2*, *7*, and *8* (Coppé, Desprez, *et al.* 2010), *Mmp13* (Levi *et al.* 2020), and other reported SASP genes (Supplementary Fig. 2). These data make clear that, at the level of mRNA expression, the senescence regulatory program differs markedly between fibroblasts of our focal species.

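Cxcl1 lies on chromosome 5 of GRCm38 from 90891241 to 90893115. Over PWK animals 2 and 3 its level was 32.5 ± 14.0 TPM (SD, n = 2) unirradiated and 205 ± 32.7 TPM (SD, n = 2) in senescence, a log2 fold change of 2.68 (limma, adjusted p = 0.026). In M. spretus it was 1.70 ± 0.941 TPM (SD, n = 3) and 5.19 ± 1.94 TPM (SD, n = 3). Over all 3 M. musculus animals it was 21.7 ± 21.1 and 137 ± 120 TPM (SD, n = 3), a log2 fold change of 1.99 (standard error 1.77, limma's adjusted p = 0.782), because animal 1 had 0.228 TPM unirradiated and 0.865 TPM in senescence. Il6 (chromosome 5, 30013114 to 30019981) rose from 28.2 ± 6.39 to 124 ± 32.2 TPM over animals 2 and 3, is listed at 0 in both libraries of animal 1, and in M. spretus was at 97.3 ± 82.8 and 101 ± 77.4 TPM. Mmp13 (chromosome 9, 7272514 to 7283331) rose from 18.8 ± 23.3 to 139 ± 10.9 TPM over animals 2 and 3 and from 3.91 to 6.68 TPM in animal 1, against 5.46 ± 4.19 and 2.89 ± 2.47 TPM in M. spretus. Ccl2, Ccl7 and Ccl8 lie together on chromosome 11 between 82035571 and 82116799. Over animals 2 and 3 their means went from 750 to 1292, from 1172 to 2320 and from 140 to 548 TPM, and in M. spretus from 182 to 174.8, from 79.4 to 149 and from 5.12 to 5.23 TPM. In animal 1 they went from 2.25 to 2.57, from 5.59 to 21.5 and from 5.01 to 8.89 TPM. Cxcl5 (chromosome 5, 90759360 to 90761624) went from 128 to 400 TPM over animals 2 and 3, from 0.229 to 0.523 TPM in animal 1 and from 0.682 to 0.693 TPM in M. spretus.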

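Of Ccl2, Ccl7, Ccl8, Cxcl1, Cxcl5, Il6 and Mmp13, only Cxcl1 passed limma's test of senescence in M. musculus over the paper's samples, where the adjusted p of the others ran from 0.204 (Mmp13) to 0.450 (Ccl7). Over all 3 animals none passed, and with the animal as a replicate block Ccl7 did (adjusted p = 0.045, in a range from 0.045 to 0.996 over its alternatives). The log2 change in M. musculus exceeded that in M. spretus for all 7 genes, by 0.15 (Ccl7) to 4.35 (Mmp13) over the paper's samples and by 0.41 (Ccl7) to 3.34 (Mmp13) over all samples, and limma's adjusted p for this difference was at least 0.628 in the first set and 0.9999 in the second. Without the unirradiated library of PWK animal 1, the difference fell below 0 for Ccl2 (-1.94), Ccl7 (-2.08), Cxcl1 (-0.79), Cxcl5 (-1.01) and Il6 (-0.34). Without the senescent library of animal 2 it was -0.59, -0.73, -0.43, -0.34 and -0.0098 for the same genes. Leaving out the senescent library of animal 3 gave -0.90 for Ccl2, -0.67 for Ccl7 and -0.27 for Cxcl1, and leaving out the senescent library of M. spretus animal 1 gave -0.13 for Ccl7. Each of these fits drops 1 library of an animal and keeps its partner, so differences in level between animals enter the change. PWK animal 1 was far below animals 2 and 3 in these genes in both conditions. With both of its libraries left out, as over the paper's samples, the difference was above 0 for all 7 genes.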

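The genes that passed limma's test of senescence over all 3 M. musculus animals were Gfra2, at 0.415 ± 0.368 TPM (SD, n = 3) unirradiated and 4.22 ± 0.998 TPM (SD, n = 3) in senescence (log2 fold change 1.90, adjusted p = 0.030), and Asic3, at 13.1 ± 3.47 and 1.24 ± 0.640 TPM (log2 fold change -2.67, adjusted p = 0.0089). In M. spretus Gfra2 was listed at 0 unirradiated and averaged 0.034 TPM in senescence, and Asic3 was listed at 0 and averaged 0.146 TPM. Gfra2 fell under the filter on low values when PWK animal 1 was left out, and Asic3 then changed by -2.91 (adjusted p = 0.0032, in a range to 0.758 over its alternatives). Without the unirradiated library of animal 1 or of animal 3, the adjusted p of Gfra2 was 0.118 or 0.051, and over its alternatives it ran from 0.011 to 0.826. From the SASP genes, the Gene Ontology groups and their members, the paper concludes that the senescence program differs between the species at the level of mRNA.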

**Fig. 3.**
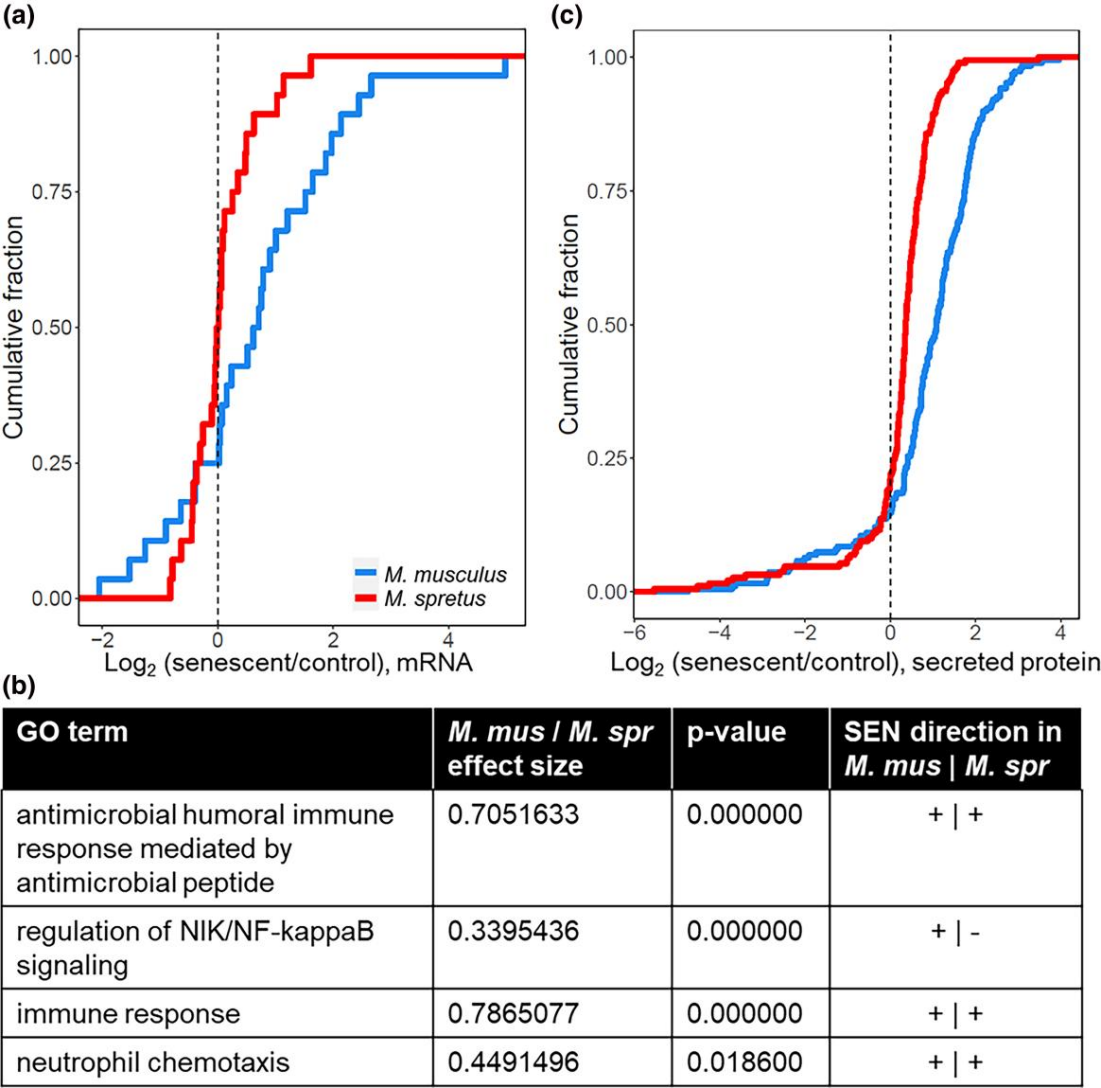
SASP is detected at higher levels in *M. musculus* cells. a) Each trace reports a cumulative distribution of the change, in senescent primary fibroblasts of the indicated species, in mRNA levels of genes of the senescence-associated secretory phenotype with senescence (Coppé *et al.* 2008). The *y*-axis reports the proportion of genes with the expression change on the *x*-axis, with the latter taken as an average across replicates. b) Each row shows results from a test of the genes of the indicated Gene Ontology term for enrichment of expression change between the species during senescence, with *P*-values from a resampling-based test, corrected for multiple testing. c) Annotations are as in (A) except that measurements were of secreted peptides, and results from a curated list of known SASP factors are shown (Coppé *et al.* 2008; Basisty *et al.* 2020).

We hypothesized that much of the mRNA expression divergence between *M. musculus* and *M. spretus* cells during senescence would result in differential protein abundance. In pursuing this notion, we focused on proteins secreted into the medium by senescent cells, owing to the physiological importance of the SASP (Coppé, Desprez, *et al.* 2010). We collected conditioned media from senescent and control cultures of primary fibroblasts of each genotype, and we used it as input into unbiased mass spectrometry to quantify protein abundance (Supplementary Table 4). Focusing on proteins with a significant senescence-specific divergence in secretion between cells of the two species in this data source, we found higher levels overall in the medium of irradiated *M. musculus* cells relative to that of *M. spretus* (Fig. 3c). This trend was borne out for a broad representation of SASP factors, including CCL chemokines, matrix metalloproteases, and serpins (Supplementary Fig. 3). Together, our omics profiles reveal pervasive, quantitative differences in SASP levels between *M. spretus* fibroblasts and those of *M. musculus*, with higher mRNA expression and protein secretion in the latter.

### A genomic screen for senescence transcription factors using *cis*-regulatory sequence variations

Having established divergence between *M. musculus* and *M. spretus* primary fibroblasts in senescence mRNA and protein secretion (Fig. 3), we reasoned that such differences could be harnessed in an *in silico* screen for senescence regulators. We designed an analysis focused on gene regulation—in particular, on variation between the species at the binding sites of transcription factors (Fig. 4a). We expected that, at some genes, *cis*-regulatory elements encoded in the *M. musculus* genome would drive expression during senescence differently than those in the *M. spretus* genome. We reasoned that if *cis*-acting variation effects were enriched among the loci bound by a given transcription factor across the genome, the signal could be interpreted as a signpost for the factor's activity during senescence (Fig. 4a). In this way, all *cis*-regulatory variants between the species that manifested in cultured primary fibroblasts, whether of large or small effect size, and regardless of their potential for phenotypic impact, could contribute to the search for transcription factors relevant for senescence.

**Fig. 4.**
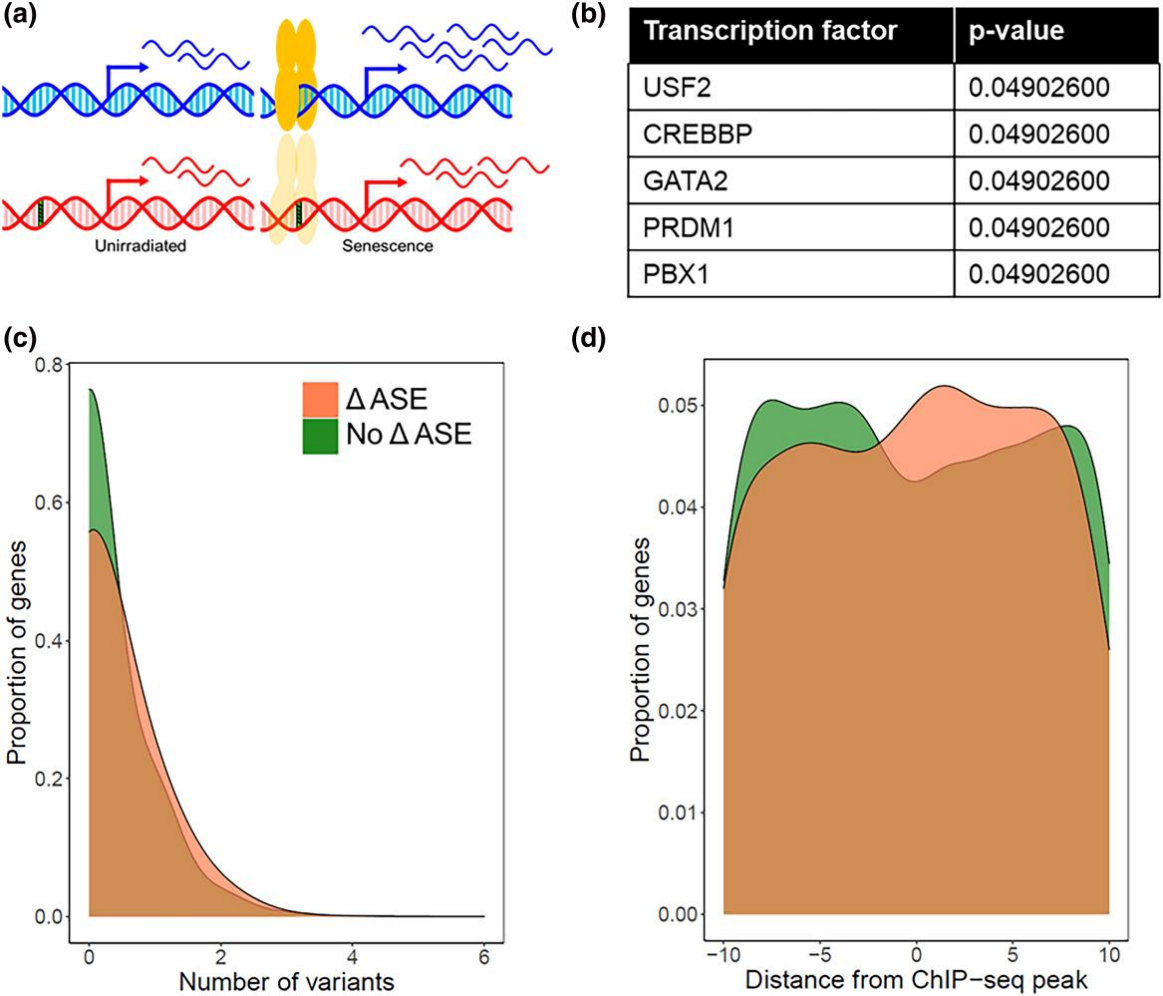
USF2 emerges as a senescence regulator candidate from a natural variation-based transcription factor screen. a) *M. musculus* (blue) and *M. spretus* (red) alleles of a gene are expressed differently in interspecific F1 hybrid cells in a senescence-dependent manner, as a product of a sequence variant (green striped) in the binding site for a transcription factor (yellow). b) Each row reports the multiple testing-corrected *P*-value from a Fisher's Exact Test of target genes of the indicated transcription factor, quantifying association between species differences in experimentally determined binding sites (Yevshin *et al.* 2019) and allele-specific expression in primary cells of the *M. musculus × M. spretus* F1 hybrid background before and after senescence induction. Results for all tested factors are listed in Supplementary Table 5. c) Shown are the input data for the Fisher's Exact Test in (B) for USF2. For each trace, the *x*-axis reports the number of sequence variants between *M. musculus* and *M. spretus* in a given USF2 binding site, and the *y*-axis reports the proportion of all USF2 target genes bearing the number of variants on the *x*, as a kernel density estimate. Colors denote the presence or absence of senescence-dependent differential allele-specific expression (ΔASE). d) Data are as in (C) except that the *x*-axis reports the distance of the variant from the center of the USF2 binding site.

As a resource for this approach, we mated PWK *M. musculus* and STF *M. spretus* to yield F1 hybrid animals, from which we derived primary tail fibroblasts for culture and irradiation. These cells, when irradiated, exhibited a flattened morphology reflecting entry into senescence; SABG activity was of a magnitude between those of purebred *M. musculus* and *M. spretus* fibroblasts upon irradiation (Supplementary Fig. 4). We subjected senescent and control F1 hybrid fibroblasts to RNA-seq profiling, and we used the results to quantify levels of transcripts derived from the *M. musculus* and *M. spretus* alleles of each gene in each condition (Supplementary Table 1). 

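F1 hybrid fibroblasts came from 3 animals, each with an unirradiated and a senescent library collected 10 days after 15 Gy. The authors aligned the reads without mismatches to the concatenated PWK and STF pseudogenomes, so that reads without a difference between the alleles were left out as not unique, and deposited a TPM value for each allele of 15359 genes. The values of the M. musculus allele summed to between 245370 and 356394 per library (median 292878 unirradiated and 301516 senescent). Those of the M. spretus allele summed to between 223271 and 346437 (median 275936 unirradiated and 280467 senescent). Across genes, the log2 values of an allele correlated between animals at 0.815 to 0.911, below the 0.939 to 0.959 between M. spretus purebred animals. Allele values were tested as log2(TPM + 1) in the 10731 genes with a mean of at least 1 TPM. The averages printed in Supplementary Table 1 use all 3 F1 animals.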

At a given gene, any difference between allele-specific expression in an F1 hybrid can be attributed to variants inherited from the parent species that perturb gene regulation in *cis* at the locus, because *trans*-acting factors impinge to the same extent on both alleles (Sun and Hu 2013). Analyzing the response to senescence induction for a given gene, we found that the allele-specific expression difference between the alleles in the F1 hybrid was a partial predictor of the expression divergence between the *M. musculus* and *M. spretus* purebreds, in our primary cell system (Supplementary Fig. 5). 

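Per gene, the log2 ratio of the M. musculus to the M. spretus allele in senescent F1 cells was set against the log2 ratio of the purebred species in senescence. Over the samples behind the paper's averages the squared correlation across 9692 genes was 0.187 (Pearson r 0.43, Spearman rho 0.45). Over all mapped samples it was 0.186 across 9704 genes. Genes are not independent replicates, so no p is given. In this set the slope of the F1 ratio on the purebred ratio was 0.30, and 66.6% of genes lay on the same side of the median in both. Purebred levels come from tables normalized separately for each genome, so the medians of the ratios differ, at -0.54 in the purebreds and -0.09 in the F1. Unirradiated cells gave 0.188 over the paper's samples and 0.191 over all. The value fell to 0.124 with no filter on low genes and to 0.103 without the senescent library of F1 animal 2.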

The latter trend reflects the joint contributions of *cis*- and *trans*-acting variants to total expression divergence between the species, as expected (Wittkopp *et al.* 2004). Separately, to survey overall regulatory programs in F1 hybrid primary fibroblasts, we formulated the expression level of a given gene in a given condition as the sum of the measured levels of the *M. musculus* and *M. spretus* alleles. In this analysis, focusing on SASP genes as we had done for the purebreds (Fig. 3a), we found that the expression program of senescent F1 hybrid cells was, for most components, intermediate between the low levels seen in *M. spretus* cells and the high levels in *M. musculus* (Supplementary Fig. 6). These data indicate that *M. musculus* × *M. spretus* F1 hybrid fibroblasts do not exhibit heterosis with respect to senescence-associated genes, and do manifest extensive, senescence-dependent *cis*-regulatory variation.

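Levels of the F1 hybrid were taken as the sum of both alleles and set beside the purebred means for 44 SASP genes measured in all 3 backgrounds. The tables were normalized separately, and these positions were compared without a test. Over the samples behind the paper's averages, the senescent F1 level lay between the purebred levels for 30 of the 44 genes, above both for 7 and below both for 7. Over all mapped samples the numbers were 31, 8 and 5. The mean log2 level in senescence was 6.68 in M. musculus (6.53 over all 3 animals), 6.46 in the F1 and 5.59 in M. spretus. Over all 10631 genes compared, 51.9% of F1 levels lay between the purebreds with the paper's samples and 47.9% with all samples. The change with senescence was less often intermediate, lying between the purebred changes for 13 of the 44 genes, above both for 21 and below both for 10 (14, 21 and 9 over all samples). Mean log2 changes of these 44 genes were 0.91 in M. musculus (0.67 over all 3 animals), 0.79 in the F1 and 0.009 in M. spretus, each taken from group means.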

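By animal, the mean log2(TPM + 1) of the SASP list in the F1 went from 5.07 to 6.20, from 6.10 to 6.82 and from 5.79 to 6.65 between unirradiated and senescent cells. All 3 animals rose and all senescent values lay above all unirradiated ones (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The change computed for the list was 0.93. It is slightly larger than the difference between the group means of these scores, for a reason that was not traced. With single libraries left out the computed change ranged from 0.70 to 1.27.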

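A change of the balance between the alleles with senescence was tested per gene as limma's interaction of allele and condition. Of 10731 genes 0 passed an adjusted p under 0.05, and 58 had an unadjusted p under 0.05. With no filter on low genes 1 gene passed, and without the senescent library of F1 animal 2, 1 gene passed. With the animal as a replicate block 0 passed. The 2 allele values of a library entered as separate samples. Variation shared by both alleles cancels in the interaction but stays in its error, which can make the test too cautious. A count of 0 therefore does not show that no balance changed. The paper instead took the genes with the highest interaction F values, without a significance threshold. From the intermediate SASP levels and the differences between the alleles, the paper concludes that the F1 shows no heterosis in these genes and does show cis-regulatory variation that depends on senescence.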

We next used the expression measurements from *M. musculus* × *M. spretus* F1 hybrid fibroblasts as input into our in silico screen to identify senescence-dependent transcription factor activity. For a given transcription factor, we collated binding sites detected by chromatin immunoprecipitation upstream of genes across a panel of tissues (Yevshin *et al.* 2019). At each site, we tabulated the presence or absence of DNA sequence variants in the respective genomes of *M. musculus* and *M. spretus*. We then tested whether, across the genome, genes with these binding site variants were enriched for senescence-associated expression differences between the two alleles in the F1 hybrid. This test had the capacity for high power to detect even subtle contributions from transcription factors if they had deep binding-site coverage in the input data; five factors attained genome-wide significance (Fig. 4b and Supplementary Table 5). Among them, PBX1 (Wang *et al.* 2021) and CREBBP (Bandyopadhyay *et al.* 2002; Yang *et al.* 2021) had been implicated in cellular senescence in the previous literature, providing a first line of evidence for the strength of our approach to identify signatures of condition-dependent transcription factor function. The top-scoring transcription factor in our screen, a basic-helix-loop-helix leucine-zipper protein called USF2, had not been experimentally characterized in stress response or senescence. However, classic studies had established USF2 as a regulator of the cell cycle and tumor suppression (Aperlo *et al.* 1996; Qyang *et al.* 1999; Pawar *et al.* 2004; Chen *et al.* 2006; Qi *et al.* 2006; Qi *et al.* 2014). More recently, USF2 was shown to control cytokine release in immune cells (Hu *et al.* 2020). Considering these known functions, and bioinformatic analyses suggesting a link between USF2 and senescence programs (Allen *et al.* 2005; Martínez-Zamudio *et al.* 2020), we chose USF2 for in-depth validation. In detailed genomic tests, single variants between *M. musculus* and *M. spretus* at USF2 binding sites drove most of the relationship with allele-specific expression in hybrid senescent cells (Fig. 4c). These variants were over-represented at positions central to, and slightly downstream of, experimentally determined peaks for USF2 (Fig. 4d), highlighting the likely importance of the latter region in USF2's mechanisms of binding and regulation.

### USF2 modulates cell proliferation and the acute DNA damage response

Our question at this point was whether and how USF2 regulated senescence programs. As such, we shifted our focus from natural genetic variation to controlled, laboratory-induced genetic perturbations in a single genetic background. We designed two short hairpin RNAs (shRNAs) targeting *Usf2*, each in a lentiviral vector under the U6 promoter. Expression measurements upon transformation of PWK *M. musculus* primary tail fibroblasts confirmed 2.5 and 3-fold knockdown of *Usf2* expression, respectively, from these shRNAs (Supplementary Fig. 7). In these otherwise untreated cells subject to knockdown, uptake of the nucleotide analog EdU, a marker of DNA synthesis, was reduced by 40% (Supplementary Fig. 8), consistent with studies of USF2 in growth of resting cells in other tissues and contexts (Aperlo *et al.* 1996; Qyang *et al.* 1999; Pawar *et al.* 2004; Allen *et al.* 2005; Chen *et al.* 2006; Qi *et al.* 2006; Zhao and Darzynkiewicz 2013; Qi *et al.* 2014).

We now set out to use our knockdown approach to define the role of USF2 in the acute DNA damage response and senescence. For this purpose, we infected cells with *Usf2* shRNAs, cultured them under standard conditions, and then subjected them to irradiation. DNA damage signaling, an inducer of cellular senescence (Campisi 2005; Campisi and d’Adda di Fagagna 2007), drops sharply in intensity within 8 hours and then more gradually over several days after irradiation (Redon *et al.* 2009), culminating in a lower persistent signal (Bakkenist *et al.* 2004; Chen and Ozanne 2006; Fumagalli *et al.* 2014; Siddiqui *et al.* 2015). 

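For the shRNA experiments, PWK M. musculus fibroblasts were infected with lentivirus carrying a scrambled control (SCR) or one of 2 shRNAs against Usf2 (Usf2 KD). Each of 4 stages holds 2 SCR and 4 Usf2 KD libraries, namely unirradiated cells, 6 hours after 15 Gy, 10 days after 15 Gy, and 20 days after 15 Gy with infection at day 10. The authors aligned reads to the PWK pseudogenome and deposited TPM for 12844 genes, made as for the purebred cells. These summed per library to between 702072 and 717343 in unirradiated cells and to between 679395 and 699436 at 6 hours. The labels of the Usf2 KD libraries do not settle which shRNA and which culture each one holds, so both shRNAs were taken as one group of 4. Values were tested as log2(TPM + 1) with limma over all 8 groups, in the 11670 genes with a mean of at least 1 TPM. The averages in Supplementary Table 6, of which 1999 of 12844 rows were readable here, use every library up to 10 days.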

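Usf2 itself lies on the minus strand of chromosome 7 of GRCm38 from 30945248 to 30956803. In unirradiated cells it was at 61.7 and 75.99 TPM with SCR and at 46.0, 51.1, 19.5 and 19.2 TPM with Usf2 KD. At 6 hours it was at 55.9 and 66.9 TPM with SCR and at 47.0, 52.5, 27.3 and 25.6 TPM with Usf2 KD. At 10 days the values were 67.8 and 49.1 TPM with SCR and 43.8, 50.6, 16.6 and 12.3 TPM with Usf2 KD, and at 20 days 38.7 and 49.5 TPM with SCR and 18.1, 11.8, 24.1 and 13.2 TPM with Usf2 KD. Replicate 2 of Usf2 KD at 10 days was above replicate 2 of SCR, and every other Usf2 KD library was below both SCR libraries of its stage. Up to 10 days the Usf2 KD values fell into pairs. The first 2 libraries listed for each stage were at 43.8 to 52.5 TPM and the last 2 at 12.3 to 27.3 TPM. At 20 days the pairs overlapped. The pairs differ in the construct label of the column names and in the PWK number of the titles. By qPCR the paper reports more than 2-fold knockdown for each shRNA, and the first pair was reduced less. This split adds to the spread of the pooled group in the tests of Usf2. The log2 fold change was -1.13, -0.74, -1.12 and -1.38 in the order of the stages, and none passed limma's test across all genes (adjusted p from 0.361 to 0.9999). The 20 day value over SCR replicate 1 alone, the library behind the paper's average, was -1.21. Usf1, the paralog, changed by 0.03, -0.26, -0.36 and -0.004 (adjusted p from 0.279 to 0.9999), and the sign of the last turned when replicate 2 (0.03) or replicate 4 (0.09) of Usf2 KD or replicate 1 of SCR (0.08) was left out. Before irradiation it was -0.06 for Usf1 without replicate 1 of SCR.

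**Figure D2:**
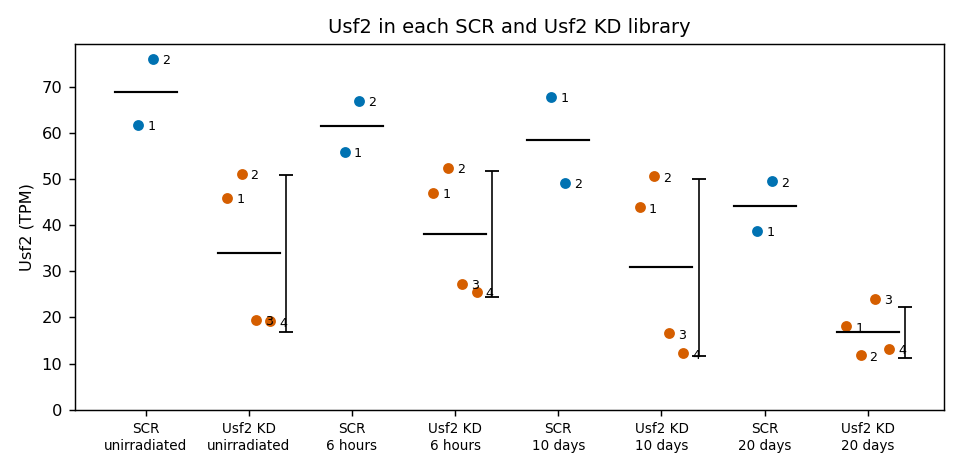
TPM of Usf2 in each scrambled control (SCR) and Usf2 knockdown (KD) library of PWK fibroblasts at the 4 stages. Points are libraries labelled by replicate, black lines are group means and the bars beside groups of 4 are SDs. The Usf2 KD libraries run from 11.8 to 52.5 TPM and the SCR libraries from 38.7 to 75.99 TPM.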

We first focused on the early phase of this process (6 hours after irradiation) in cultures of primary fibroblasts expressing *Usf2* shRNAs or scrambled shRNA controls (Fig. 5a). Transcriptional profiling followed by Gene Ontology analyses identified gene groups enriched for expression changes dependent on condition and USF2 (Fig. 5b and Supplementary Tables 6 and 7). 

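At 6 hours, 52 of 11670 genes differed between Usf2 KD and SCR at an adjusted p under 0.05 (limma, Benjamini-Hochberg), all higher with Usf2 KD, and 1161 had an unadjusted p under 0.05. Fitting only the 2 groups compared left 0 genes, and with the culture prefix of the column names as a replicate block 97 passed (96 higher, 1 lower). Leaving out replicate 1, 2, 3 or 4 of Usf2 KD gave 11, 17, 19 or 318 genes. Among genes whose libraries did not overlap, the largest increases were in Trp53tg5 (log2 fold change 1.79, adjusted p = 0.034), Esf1 (1.29, adjusted p = 2.1e-04) and Megf10 (1.22, adjusted p = 0.041). Without replicate 1, 2 or 3 of Usf2 KD the adjusted p of Trp53tg5 was 0.092, 0.054 or 0.061, in a range from 0.023 to 0.571 over its alternatives. That of Megf10 was 0.085 without replicate 1 and 0.071 without replicate 3, in a range from 0.016 to 0.677. Esf1 was at 7.27 ± 0.132 TPM (SD, n = 2) with SCR and 19.4 ± 2.46 TPM (SD, n = 4) with Usf2 KD. Before irradiation 1 gene differed, Cdc40, at 4.34 ± 1.24 TPM (SD, n = 2) with SCR and 12.4 ± 1.74 TPM (SD, n = 4) with Usf2 KD (log2 fold change 1.33, limma's adjusted p = 0.0067), with 288 genes at an unadjusted p under 0.05. The interaction of Usf2 KD and irradiation passed for 0 genes, with 587 at an unadjusted p under 0.05, and for 3 genes without replicate 3 of Usf2 KD at 6 hours.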

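At 6 hours after irradiation 2911 of 11670 genes had changed in SCR cells (limma, adjusted p under 0.05), 1824 lower and 1087 higher. The median log2 fold change of all genes was -0.069, and 54.7% of genes were lower. With each library divided by its median ratio to the mean profile, 3113 genes changed, 1624 lower and 1489 higher, and the median was 0.01. Fitting only the 2 SCR groups called 1417 genes, 1061 lower and 356 higher. In Usf2 KD cells 4594 genes changed, 2712 lower and 1882 higher, with a median of -0.080 and 56.5% of genes lower (-0.005 after the same scaling). The 1824 genes lower in SCR had a median change of -0.97 in SCR and -0.72 in Usf2 KD, and 81.2% of them fell less in Usf2 KD. Genes picked for their fall in one group tend to fall less in the other, and the 2712 genes lower in Usf2 KD had a median of -0.74 in Usf2 KD and -0.77 in SCR. The lowest of the called genes with no overlap between libraries were Cilp (log2 fold change -5.89, adjusted p = 4.9e-04), Steap4 (-4.96, adjusted p = 2.3e-04) and Mir1898 (-4.76, adjusted p = 0.017). The highest were 1700007K13Rik (5.51, adjusted p = 2.2e-04), Gdf15 (4.77, adjusted p = 6.4e-04) and Fam212b (3.73, adjusted p = 1.3e-05). Cdkn1a, encoding p21, went from 41.3 ± 0.616 to 496 ± 92.9 TPM (SD, n = 2) in SCR (log2 fold change 3.54, limma's adjusted p = 4.0e-08).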

Most salient was a trend of pervasive repression transcriptome-wide 6 hours after irradiation, which was detected in control cells as expected (Venkata Narayanan *et al.* 2017; Silva and Ideker 2019), and was blunted in cells with *Usf2* knocked down. 

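A list of 95 regulators of transcription, fixed before the values were seen, had 93 genes tested. Their mean log2 fold change 6 hours after irradiation in SCR was -0.29 (camera, adjusted p = 0.0083), with 64 genes lower and 35 past the threshold over all genes. The adjusted p was 0.0745 with the study's resampling and 0.394 with an estimated correlation, in a range from 0.0048 over the alternatives. Usf2 KD against SCR at 6 hours gave 0.22 (camera, adjusted p = 4.8e-09), with 80 of 93 genes higher with Usf2 KD. None of them passed over all genes and 14 did adjusted over the list alone. Before irradiation the mean was 0.005, with a change of sign under median-ratio scaling (-0.02) and without replicate 2 of Usf2 KD (-0.0017), and the interaction of Usf2 KD and irradiation was 0.22 (camera, adjusted p = 2.3e-08, and 0.117 with an estimated correlation, in a range from 1.3e-08 to 0.437 over the alternatives). The mean log2(TPM + 1) of the list was 4.57 and 4.62 in the SCR libraries and 4.69 to 4.96 in the 4 Usf2 KD libraries (two-sided exact permutation test, p = 0.133, where 4 against 2 allow no p below 0.0667), with a difference of 0.32 within the culture prefix P1 and 0.12 within P4. Of the listed genes 6 are shown by the study from these libraries, so the list is not independent of them, and the mean of the other 87 was 0.20. The Reactome generic transcription pathway, 143 genes tested, had a mean of 0.08 for Usf2 KD against SCR (camera, adjusted p = 0.285, the highest of a range from 1.5e-09 over the alternatives), -0.015 in SCR (adjusted p = 0.229) and 0.05 for the interaction (adjusted p = 0.437).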

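A list of 62 repressors of apoptosis had 60 genes tested, with a mean log2 fold change at 6 hours in SCR of -0.34 (camera, adjusted p = 0.048) and 41 genes lower. The adjusted p was 0.073 after median-ratio scaling and 0.087 with the study's resampling, in a range from 0.0014 to 0.298 over the alternatives. Usf2 KD against SCR gave 0.24 (camera, adjusted p = 8.3e-05), with 47 genes higher, 1 past the threshold over all genes and 9 adjusted over the list alone. Before irradiation the mean was -0.04 (camera, adjusted p = 0.099), and -0.06 without replicate 2 of Usf2 KD (adjusted p = 0.026, in a range from 0.033 to 0.768 over the other alternatives), and the interaction was 0.28 (camera, adjusted p = 1.2e-05). By library the list was at 5.15 and 5.19 with SCR and at 5.32 to 5.49 with Usf2 KD (two-sided exact permutation test, p = 0.0667, the smallest that 4 against 2 allow). The study shows 9 of the 60 genes from these libraries, and the mean of the other 51 was 0.16.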

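The genes of Supplementary Fig. 9 were lower at 6 hours in SCR, with Itgb3 at 0.02 on the log2 scale without replicate 1 of SCR. With Usf2 KD their log2 fold changes after irradiation were nearer 0 or above it. Those above 0 were Ddx3x (0.09), Itgb3 (0.10), Ankrd49 (0.15), Egfr (0.15) and Mef2a (0.13), none past limma's threshold. With the culture prefix as a replicate block, limma's adjusted p for the change in SCR was 0.014 for Ddx3x, 0.042 for Egfr and 0.033 for Mef2a, in ranges to 0.124, 0.191 and 0.184 over their alternatives. Among Angptl4, Apc, Braf, Ddx3x, Fgf2, Itgb3, Nupr1, Rasa1 and Tmf1, the log2 fold change in SCR ran from -1.90 (Angptl4) to -0.76 (Ddx3x), and all but Ddx3x, Itgb3 and Nupr1 passed limma's threshold. Rasa1 (chromosome 13, 85214780 to 85289130 in GRCm38) changed by -1.04 (standard error 0.15, adjusted p = 1.7e-04). Among Ankrd49, Egfr, Ino80, Kat6a, Kmt2a, Med13, Mef2a, Tgfbr1 and Xpc it ran from -1.41 (Tgfbr1) to -0.47 (Kmt2a), and all but Egfr and Mef2a passed. Some genes that passed did not do so in every alternative. Their highest adjusted p was 0.065 (Angptl4), 0.083 (Fgf2), 0.102 (Ankrd49), 0.097 (Ino80), 0.058 (Kat6a), 0.168 (Kmt2a) and 0.087 (Xpc). Med13 (chromosome 11, 86267033 to 86357602) changed by -0.87 (standard error 0.19, adjusted p = 0.0037). The interaction of Usf2 KD and irradiation was between 0.41 (Ino80) and 1.22 (Itgb3) on the log2 scale for these genes, and limma's adjusted p was at least 0.679. Genes of the transcription list span a median of 69.1 kb and those of the apoptosis list 48.4 kb, and longer genes fell more in SCR at 6 hours (Spearman rho -0.30 across genes). Among 10000 random lists matched on gene length, the SCR median of the transcription list lay at percentile 65.8 and that of the apoptosis list at 0.12, and their medians for Usf2 KD at 99.97 and 99.96.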

The latter effect was particularly enriched in the transcriptional machinery, repressors of apoptosis, and several cell proliferation regulators (Fig. 5b–d and Supplementary Fig. 9). 

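A list of 123 DNA repair genes, 119 of them tested, had a mean log2 fold change of 0.004 between Usf2 KD and SCR 6 hours after irradiation (camera, adjusted p = 0.283), with 60 genes higher and 59 lower. The sign turned to -0.03 with median-ratio scaling or without replicate 1 of Usf2 KD, and to -0.02 without replicate 2. The list was at 3.73 and 3.87 in the SCR libraries, 2 of the 4 Usf2 KD libraries lay above both and 2 below both (two-sided exact permutation test, p = 0.933), and either SCR library alone gave a difference of 0.08 or -0.07. Within the culture prefixes P1 and P4 it was 0.09 and -0.08, with 1 of 2 Usf2 KD libraries higher in each. None of the 119 genes passed over all genes or adjusted over the list alone. The study shows 8 of them from these libraries. Among Atm, Atr, Brca1, Chek1, Chek2, Mapk14, Mdc1, Mre11a and Rad50, the log2 fold change ran from -0.22 in Mdc1 to 0.44 in Atr, and limma's adjusted p was at least 0.420. Atr, on chromosome 9 of GRCm38 from 95857597 to 95951781, was at 1.45 ± 0.129 TPM (SD, n = 2) with SCR and 2.36 ± 0.596 TPM (SD, n = 4) with Usf2 KD. Chek2 changed by 0.04, by -0.03 without replicate 2 of Usf2 KD and by -0.13 without replicate 2 of SCR. Without replicate 1 of SCR, Brca1 turned from 0.16 to -0.09, Chek1 from 0.33 to -0.03 and Mapk14 from 0.05 to -0.06.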

DNA repair genes, a likely target for changes upon irradiation, are regulated primarily at the post-transcriptional level (Nickoloff *et al.* 2017; Huang and Zhou 2020), and we did not detect effects of *Usf2* knockdown on their transcripts (Supplementary Fig. 10).

**Fig. 5.**
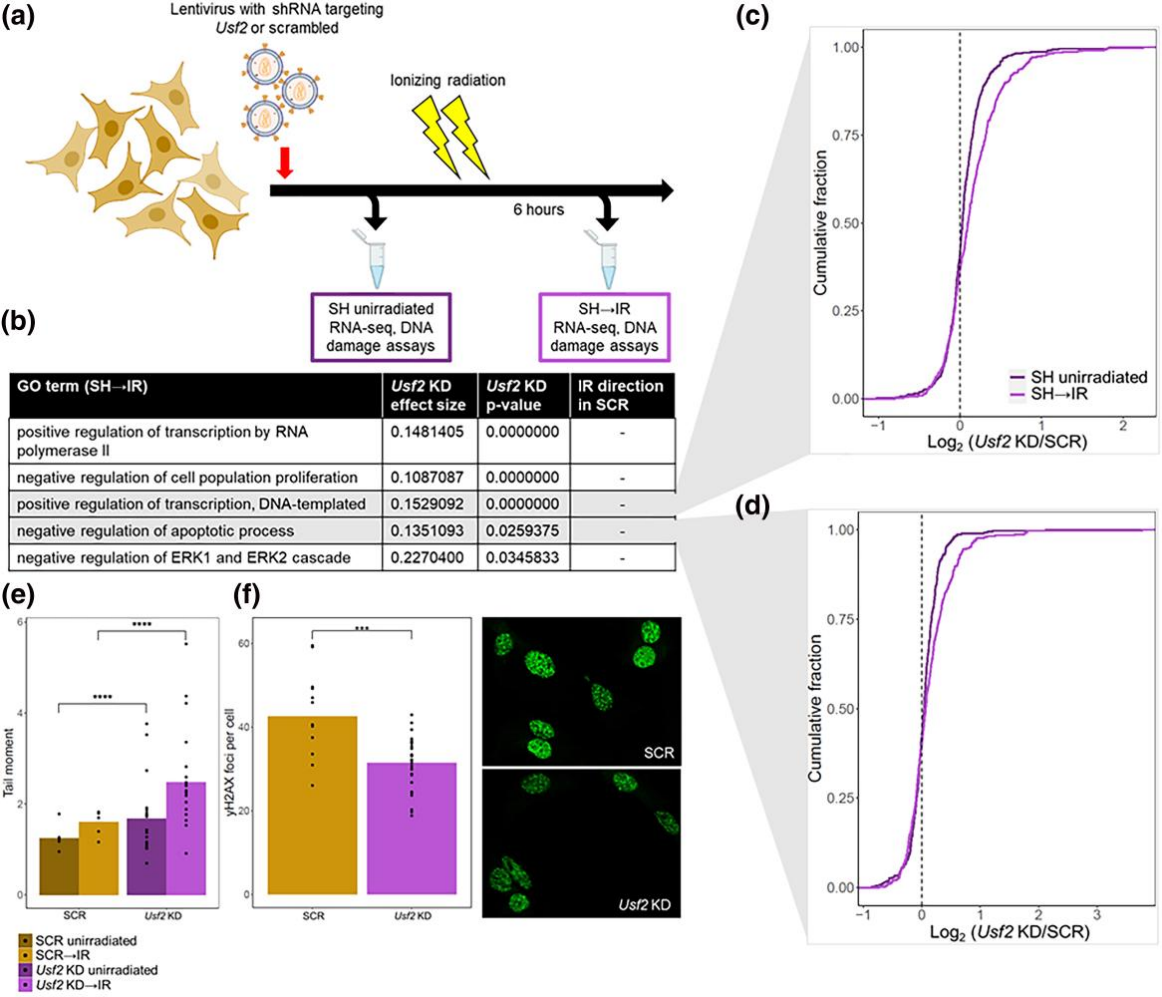
*Usf2* depletion results in more DNA damage but a muted DNA damage response following irradiation. a) *M. musculus* primary fibroblasts were infected with a lentivirus encoding a short hairpin RNA (shRNA, SH) targeting *Usf2* or a scrambled control (SCR), and analyzed before (SH unirradiated) or 6 hours after (SH→IR) treatment with ionizing radiation. b) In a given row, the second column reports the average, across genes of the indicated Gene Ontology term, of the log_2_ of the ratio of expression between *Usf2* knockdown (KD) and SCR-treated cells, 6 hours after irradiation. The third column reports significance in a resampling-based test for enrichment of directional differential expression between *Usf2* KD and SCR-treated cells in the respective term, corrected for multiple testing. The fourth column reports the direction of the change in expression 6 hours after irradiation in SCR-treated cells. c) Each trace reports a cumulative distribution of the log_2_ of the ratio of expression between *Usf2* KD or SCR-treated cells in genes annotated in the positive regulation of transcription, before or 6 hours after irradiation treatment. The *y*-axis reports the proportion of genes with the expression change on the *x*-axis. d) Data are as in (C), except that genes involved in apoptosis were analyzed. e) Each column reports tail moments detected in a comet assay on primary fibroblasts harboring the indicated shRNAs, before or 6 hours after irradiation. In a given column, points report biological and technical replicates, and the bar height reports their average (SCR *n* = 5, *Usf2* KD *n* = 20). ****, *P* < 0.0001, one-tailed Wilcoxon test. f) Left, each column reports number of γH2AX foci per cell detected in primary fibroblasts harboring the indicated shRNAs 6 hours after irradiation. Data are displayed as in (e) (SCR *n* = 12, *Usf2* KD *n* = 28). ***, *P* < 0.001, one-tailed Wilcoxon test. Right, representative images of the indicated cultures.

We hypothesized that *Usf2* knockdown during the acute DNA damage response would also have cell-physiological effects. Assays of EdU incorporation to report on DNA synthesis showed effects of *Usf2* knockdown after irradiation to the same degree as in resting cultures (Supplementary Fig. 7). To focus on phenotypes more proximal to DNA damage, we used the neutral comet assay (Olive and Banáth 2006) to measure DNA double-stranded breaks on a per-cell basis. In this setup, *Usf2* depletion increased comet tail moments by 50% 6 hours after irradiation, with an effect that was similar, though of smaller magnitude, in resting cell controls (Fig. 5e). Next, we tracked foci of phosphorylated histone H2AX (γ-H2AX) in fibroblasts as a marker of chromatin decondensation, preceding the repair of DNA double-stranded breaks (Podhorecka *et al.* 2010). Cells harboring *Usf2* shRNAs exhibited 30% fewer γ-H2AX foci than cells of the control genotype, six hours after irradiation (Fig. 5f). These data establish a role for USF2 in the response to irradiation, with knockdown of this factor compromising cells’ ability to mount the classical transcriptional program under this stress, and to carry out DNA damage repair.

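At the level of transcripts, the response of the 11670 genes to irradiation at 6 hours in Usf2 KD cells correlated with that in SCR cells at r = 0.87, a value across genes, which are not independent replicates. The slope of the Usf2 KD response on the SCR response was 0.78, and that of the SCR response on the Usf2 KD response was 0.97, where noise in the response on the x axis lowers either slope. The SD of the response across genes, after subtracting the noise of each estimate, was 0.95 times as large in Usf2 KD as in SCR. From the weaker repression, together with its assays of DNA damage, the paper concludes that knockdown compromises the transcriptional response to irradiation and repair.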

### USF2 tunes the commitment to senescence

Having knocked down *Usf2* in PWK primary fibroblasts and irradiated them to study the acute DNA damage response, we now allowed the irradiated cultures to enter senescence (Fig. 6a). We referred to this as a “knockdown-then-irradiate” experimental design (SH→SEN in Fig. 6). Growth arrest and flattened morphology were indistinguishable between these cells and controls harboring scrambled shRNAs (see Fig. 6c), indicating that wild-type levels of *Usf2* were not required at the point of irradiation to establish senescence per se. To investigate quantitative characteristics of these senescent cultures, we subjected them to expression profiling and Gene Ontology enrichment analyses (Fig. 6b and Supplementary Tables 6 and 8). 

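At 10 days after irradiation the TPM of the listed genes summed to 703434 and 720120 in the SCR libraries and to between 715723 and 736049 in the 4 Usf2 KD libraries. Usf2 KD and SCR differed in 15 of 11670 genes at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 9 higher and 6 lower with Usf2 KD, and 1469 genes had an unadjusted p under 0.05. Fitting only the 2 groups compared left 0 genes, and with the culture prefix as a replicate block 59 passed (31 higher, 28 lower). Without replicate 1, 3 or 4 of Usf2 KD 9, 3 or 8 genes passed. Cd34 (chromosome 1, 194938819 to 194961279 in GRCm38) was at 27.2 ± 15.7 TPM (SD, n = 2) with SCR and 118 ± 29.2 TPM (SD, n = 4) with Usf2 KD, a log2 fold change of 2.16 (limma, adjusted p = 0.019). Acpp (1.90) and Trim69 (1.51) rose next most. Ntrk3 (chromosome 7, 78175959 to 78738012) went from 2.69 ± 0.522 to 0.729 ± 0.129 TPM, a log2 fold change of -1.09 (adjusted p = 0.0022), and Atoh8 (-2.42) and Myo10 (-0.99) also fell. Without replicate 3 of Usf2 KD the adjusted p was 0.055 for Cd34 (0.0097 to 0.212 over its alternatives), 0.062 for Acpp (0.010 to 0.301) and Atoh8 (0.014 to 0.203) and 0.100 for Myo10 (0.023 to 0.359). Without replicate 4 it was 0.056 for Acpp, 0.108 for Atoh8 and 0.106 for Myo10, without replicate 1 0.098 for Atoh8 and 0.106 for Myo10, and without replicate 2 0.060 for Atoh8.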

Among top-scoring gene groups, the most dramatic effects were in those that dropped in expression in senescent cultures of the control genotype, which as expected (Kim, Byun, *et al.* 2013; Chan *et al.* 2022) included cell cycle and DNA repair pathways (Fig. 6b and Supplementary Table 8). 

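A list of 97 cell cycle genes (the S phase and G2/M gene sets of the Seurat package in mouse symbols) had 93 genes tested. In SCR cells 10 days after irradiation their mean log2 fold change against unirradiated SCR cells was -1.23 (camera, adjusted p = 6.7e-33), with 91 of 93 lower and 60 past the threshold. The 119 tested DNA repair genes changed by -0.27 on average (camera, adjusted p = 6.6e-05), with 76 lower and 20 of these past the threshold. With single SCR libraries left out the DNA repair mean ranged from -0.38 to -0.16. Under fry the adjusted p was 0.0016 for the cell cycle list and 0.081 for the DNA repair list, and over all alternatives it ran from 1.8e-34 to 0.107 and from 5.3e-05 to 0.298. The 2 senescent SCR libraries differed in the mean log2(TPM + 1) of the cell cycle list, at 3.12 in replicate 1 and 3.79 in replicate 2.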

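With Usf2 KD before irradiation, the mean log2 fold change of the 93 cell cycle genes against SCR at 10 days was -0.72 (camera, adjusted p = 2.1e-26), a geometric mean 39.1% lower, with 90 of 93 genes lower. None passed over all genes and 45 did adjusted over the list alone. The list was at 2.58 to 2.85 in the 4 Usf2 KD libraries, below both SCR libraries (two-sided exact permutation test, p = 0.0667, the smallest that 4 against 2 allow). Against SCR replicate 1 alone the difference was -0.38 and against replicate 2 alone -1.05, and within the culture prefixes P1 and P4 it was -0.31 and -1.12. The 119 DNA repair genes differed by -0.18 (camera, adjusted p = 6.8e-04; fry, adjusted p = 0.157), 11.4% lower, with 79 genes lower and 11 past the threshold adjusted over the list alone. By library they were at 3.37 and 3.53 with SCR and at 3.20 to 3.37 with Usf2 KD, all 4 below both (two-sided exact permutation test, p = 0.133), and the difference was -0.10 against SCR replicate 1 and -0.25 against replicate 2, or -0.03 and -0.32 within prefixes P1 and P4. Of the cell cycle genes 5 are shown by the study from these libraries, and the mean of the other 88 was -0.68. Before irradiation the cell cycle list differed by 0.09 (camera, adjusted p = 0.197), by -0.01 without replicate 1 of Usf2 KD, by 0.22 without replicate 4 (camera, adjusted p = 9.7e-06, in a range from 0.059 to 0.812 over the other alternatives), and by -0.205 to 0.379 with single libraries left out. Reactome's DNA repair pathway, 126 genes tested, gave -0.09 (camera, adjusted p = 0.095, in a range from 0.0002 to 0.356 over the alternatives of this list).

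**Figure D3:**
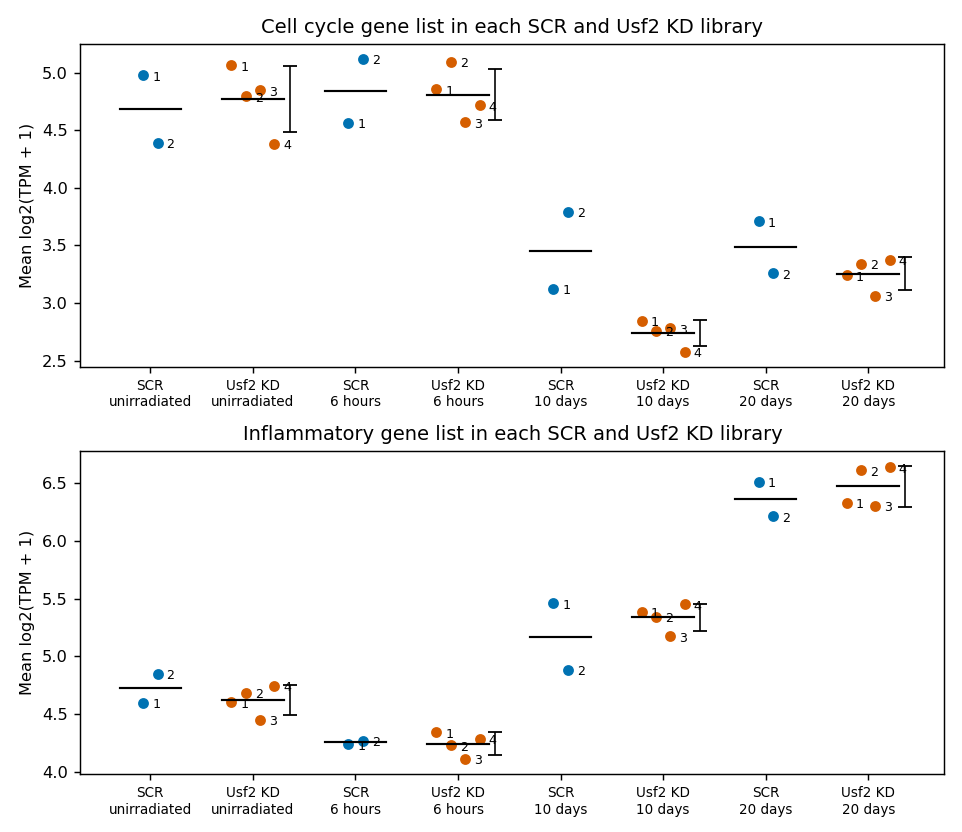
Mean log2(TPM + 1) of the 93 cell cycle genes and the 69 inflammatory genes in each SCR and Usf2 KD library at the 4 stages. Points are libraries labelled by replicate, black lines are group means and the bars beside groups of 4 are SDs. At 10 days all 4 Usf2 KD libraries lie below both SCR libraries for the cell cycle genes, while for the inflammatory genes they lie between the SCR libraries.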

Intriguingly, mRNA levels of the latter were even lower in senescent cells that had been irradiated after *Usf2* knockdown, showing a reduction of ∼20% on average (Fig. 6b). Among the genes of this cohort, some of which declined in expression by >5-fold with *Usf2* knockdown in senescence, we noted cell cycle regulators (*Ccna2*, *Cdc20*, and *Cdk1)*, kinesin components (*Kif2c* and *Knl1*), the DNA polymerase *Pole*, and the DNA damage checkpoint ubiquitin ligase *Uhrf1* (Supplementary Fig. 11a). 

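Folds of mean TPM, SCR over Usf2 KD at 10 days, exceeded 5 for 9 of the 213 cell cycle and DNA repair genes and 2 for 59, with the largest in Dscc1 (14.4). Knl1 (chromosome 2, 119047119 to 119105501 in GRCm38) was at 5.19 ± 4.96 TPM (SD, n = 2) with SCR and 0.825 ± 0.214 TPM (SD, n = 4) with Usf2 KD, a fold of 6.30 that was 2.04 against SCR replicate 1 and 10.5 against replicate 2. Kif2c was at 6.72 ± 3.67 and 1.32 ± 0.555 TPM (fold 5.10, from 3.13 to 7.07 by SCR library), and Uhrf1 at 9.01 ± 5.04 and 1.97 ± 1.15 TPM (fold 4.57, from 2.76 to 6.38). The folds of Pole, Cdc20, Ccna2 and Cdk1 were 3.38, 3.04, 2.82 and 1.42. By SCR library they ran from 1.49 to 5.26, from 2.51 to 3.58, from 1.43 to 4.20 and from 1.38 to 1.46. Foxm1 had a fold of 2.01, and of 0.947 against SCR replicate 1 alone, and Mastl had 1.43 and 0.838. On the log2(TPM + 1) scale the change of the genes of Supplementary Fig. 11a ran from -1.73 in Uhrf1 (standard error 0.37, limma's adjusted p = 0.078) to -0.34 in Mastl (adjusted p = 0.755), and none passed across all genes. With SCR 20 day replicate 2 left out of the fit, as in the paper's averages, Cdc20 (adjusted p = 0.043) and Uhrf1 (adjusted p = 0.045) passed. Without replicate 2 of Usf2 KD at 10 days Uhrf1 also passed (adjusted p = 0.042), as it did with the culture prefix as a replicate block (adjusted p = 0.041, in a range from 0.041 to 0.369 over its alternatives). Without replicate 2 of SCR at 10 days, Foxm1 and Mastl changed by 0.05 and 0.19 on the log2 scale.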

We conclude that genes of the cell cycle and DNA repair machinery are detectable at a low but non-zero expression level in wild-type senescent cells, and that these pathways are subject to further reduction when *Usf2* is limiting.

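Levels in SCR cells 10 days after irradiation were above 0 in both libraries for the named cell cycle genes. Cdc20 went from 127 ± 57.9 TPM (SD, n = 2) unirradiated to 29.4 ± 7.31 TPM (SD, n = 2), Cdk1 from 43.3 ± 14.2 to 12.8 ± 0.531 TPM and Ccna2 from 82.6 ± 19.8 to 23.6 ± 16.4 TPM. With Usf2 KD at 10 days they were at 9.65 ± 1.61, 9.02 ± 2.63 and 8.36 ± 2.32 TPM (SD, n = 4). From these levels and their drop with Usf2 KD, the paper concludes that cell cycle and DNA repair genes keep a low expression in senescence that falls further when Usf2 is limiting.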

**Fig. 6.**
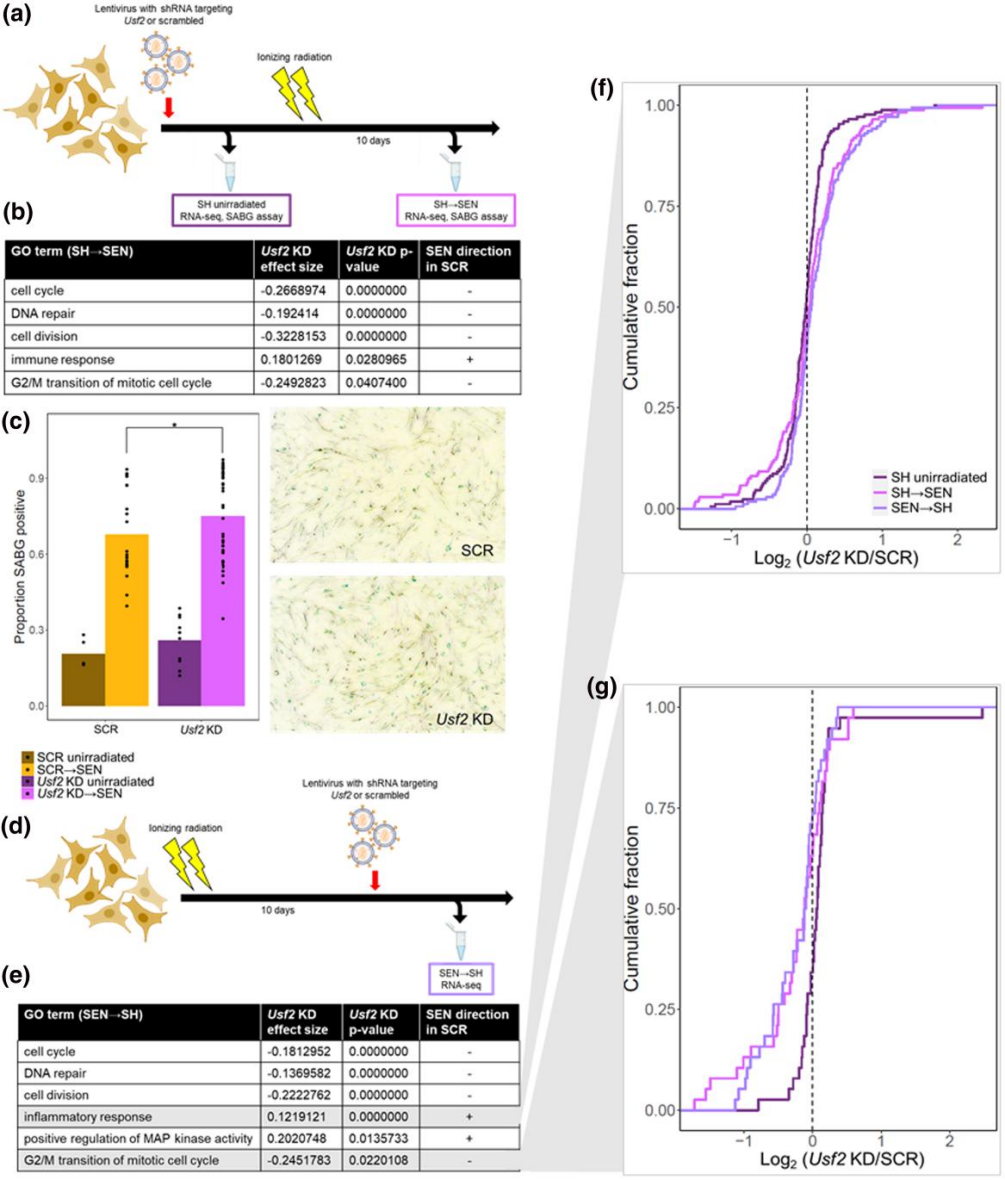
*Usf2* knockdown results in an enhanced senescence profile. a) *M. musculus* primary fibroblasts were infected with a lentivirus encoding an shRNA (SH) targeting *Usf2* or a scrambled control, and analyzed before (SH unirradiated) or after (SH→SEN) treatment with ionizing radiation (IR) to induce senescence (SEN). b) Data are as in Fig. 5b except that cells were analyzed 10 days after irradiation. c) Left, each column reports the proportion of SABG-positive cells treated with the indicated shRNAs in resting culture (unirradiated) or 7 days after irradiation (SEN) as in (a). In a given column, points report biological and technical replicates, and the bar height reports their average (SCR unirradiated *n* = 5, SCR SEN *n* = 21, *Usf2* KD unirradiated *n* = 10, *Usf2* KD SEN *n* = 42). *, *P* < 0.05, one-tailed Wilcoxon test. Right, representative images of the indicated cultures. d) *M. musculus* primary fibroblasts were irradiated, incubated for 10 days to senesce, then infected with shRNAs, and analyzed after 10 additional days. e) Data are as in (b) except that cells from the scheme in (d) were analyzed. f) Each trace reports a cumulative distribution of the log_2_ of the ratio of expression in *Usf2* knockdown (KD) and scrambled control (SCR)-treated cells, in genes annotated in the inflammatory response, when shRNAs were administered to a resting culture (SH unirradiated), to resting cells followed by irradiation as in (a) (SH→SEN), or after irradiation and senescence establishment as in (c) (SEN→SH). The *y*-axis reports the proportion of genes with the expression change on the *x*-axis, with the latter taken as an average across replicates. g) Data are as in (f), except that genes involved in G2/M transition of mitotic cell cycle were analyzed.

Likewise, *Usf2* knockdown before irradiation and senescence development also affected inflammation and immune-recruitment factors (Fig. 6b and Supplementary Table 8). 

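The inflammatory genes of Supplementary Fig. 11b were each higher with Usf2 KD than with SCR at 10 days, by a log2 fold change of 0.14 (C3) to 1.81 (Rarres2), and none passed limma's test across all genes (adjusted p from 0.352 to 0.946). Rarres2 (chromosome 6, 48569696 to 48572789 in GRCm38) was at 159 ± 137 TPM (SD, n = 2) with SCR and 465 ± 164 TPM (SD, n = 4) with Usf2 KD (standard error of the log2 fold change 0.79, limma's adjusted p = 0.352). Between these were Pla2g7 (0.88), Adamts1 (0.69), Ptgs1 (0.57), Cxcl3 (0.40), Gsdmd (0.36) and Ripk2 (0.23). With single libraries left out Rarres2 ranged from 0.80 to 2.83, Pla2g7 from 0.42 to 1.34, Adamts1 from 0.37 to 1.02 and Cxcl3 from 0.11 to 0.75. The sign of C3 turned to -0.26 without replicate 4 of Usf2 KD, and without replicate 2 of SCR C3 was at -0.06 and Gsdmd at -0.03.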

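A list of 88 inflammatory genes had 69 tested. In SCR cells their mean log2 fold change 10 days after irradiation was 0.45 (camera, adjusted p = 0.048), with 47 genes higher. It was 0.13 without SCR 10 day replicate 1 and 0.71 without replicate 2. Usf2 KD against SCR at 10 days gave 0.17 (camera, adjusted p = 0.252), a geometric mean 12.2% higher, with 38 genes higher and 31 lower and none past the threshold over all genes or adjusted over the list alone. The list was at 5.46 and 4.88 in the SCR libraries and at 5.17 to 5.45 in the 4 Usf2 KD libraries, none of which lay above both (two-sided exact permutation test, p = 0.667). Against SCR replicate 1 alone the difference was -0.12 and against replicate 2 alone 0.46. Set against the SCR library with the same culture prefix, both Usf2 KD libraries with prefix P1 lay below it (mean difference -0.18) and both with prefix P4 above it (0.51). The study's own resampling of random gene sets gave 0.16 (adjusted p = 0.011), and without replicate 3 of Usf2 KD the mean was 0.23 (camera, adjusted p = 0.042), and the adjusted p ranged from 0.011 to 0.856 over the alternatives. The study shows 8 of the 69 genes from these libraries, and the mean of the other 61 was 0.11. Before irradiation the list differed by -0.10 (camera, adjusted p = 0.014; fry, adjusted p = 0.687; range over the alternatives 0.0071 to 0.687), and by -0.05 without replicate 3 of Usf2 KD (camera, adjusted p = 0.154).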

Cells of the control genotype induced these pathways during senescence, as expected (Campisi 2005; Campisi and d’Adda di Fagagna 2007; Coppé, Patil, *et al.* 2010; Olivieri *et al.* 2018; Santoro *et al.* 2018; Kale *et al.* 2020); in cells reaching senescence after *Usf2* knockdown, induction of inflammatory factors was amplified by ∼10% on average (Fig. 6b and Supplementary Fig. 11b). Similarly, in assays of the β-galactosidase senescence marker, we observed a 10% increase in cells subject to *Usf2* knockdown and senescence treatment (Fig. 6c). Together, our profiling data establish that irradiation of primary fibroblasts with reduced *Usf2* expression leads to a quantitatively perturbed, exaggerated senescent state, with reduced expression of proliferation and DNA repair pathways, and elevated pro-inflammatory gene expression and β-galactosidase activity.

We reasoned that the changes in senescence we had seen upon irradiation of *Usf2*-depleted cells could constitute, in part, effects from increased DNA damage in the knockdown genotype (Fig. 5). To pursue the role of USF2 in senescence more directly, we used a distinct experimental paradigm: we irradiated wild-type cells and incubated them for 10 days to allow establishment of senescence, and we then expressed shRNAs targeting *Usf2*, followed by 10 additional days of incubation (Fig. 6d). We referred to this as an “irradiate-then-knockdown” experiment (SEN→SH in Fig. 6). We first inspected control cells for this paradigm, harboring a scrambled shRNA. 

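Cultures of the irradiate-then-knockdown design were sequenced 20 days after irradiation, with 2 SCR and 4 Usf2 KD libraries. Their TPM summed to 807291 and 809775 with SCR and to between 807463 and 816816 with Usf2 KD, above the sums at the other stages. The 20 day SCR average in Supplementary Table 6 is the value of replicate 1 alone, and the paper gives no reason for leaving out replicate 2. The legend of Supplementary Fig. 11 gives n = 2 for SCR, so that figure may rest on both libraries. Across genes the log2 values of the 2 SCR libraries correlated at 0.94, and those of Usf2 KD pairs at 0.96 to 0.99. With replicate 1 alone there is no spread between SCR libraries, and comparisons over the paper's samples at 20 days are given without a test.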

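Over unirradiated cells and 6 hours, 10 days and 20 days after irradiation, limma's F test on log2(TPM + 1) in the 8 SCR libraries found 7333 of 11670 genes changed at an adjusted p under 0.05, and 3991 when only SCR libraries were in the fit. The paper's Supplementary Table 9 lists 805 genes, of which 783 were among the 7333. Its p-values are those of a one-way ANOVA on unlogged TPM over all 8 SCR libraries, including the 20 day replicate 2, for 805 of the 805 genes to within 1%. That test, chosen here after the table was seen, called 865 of the 11670 filtered genes and 793 of all 12844.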

Here RNA-seq revealed expression changes for many genes from the resting state through irradiation and early and late senescence (Supplementary Tables 6 and 9, and Supplementary Fig. 12), attesting to the dynamics of senescence as expected (Kim, Byun, *et al.* 2013; Chan *et al.* 2022). 

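Usf2 KD and SCR at 20 days differed in 0 of 11670 genes at an adjusted p under 0.05 over all 6 libraries (limma, Benjamini-Hochberg), with 1091 genes at an unadjusted p under 0.05. The SCR libraries were 3.71 (replicate 1) and 3.26 (replicate 2) in the mean log2(TPM + 1) of the cell cycle list, 3.22 and 3.05 in that of the DNA repair list and 6.51 and 6.21 in that of the inflammatory list.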

We next carried out RNA-seq and Gene Ontology term enrichment analysis of cultures subject to *Usf2* knockdown during late senescence (Fig. 6d–g and Supplementary Tables 6 and 10), for comparison to our “knockdown-then-irradiate” strategy (Fig. 6a). 

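In SCR cells 20 days after irradiation the 93 cell cycle genes had changed by -0.97 on average over replicate 1, the paper's sample, and by -1.20 over both libraries (camera, adjusted p = 2.2e-15). Usf2 KD against SCR at 20 days gave -0.46 over replicate 1, 27.1% lower. Over both SCR libraries it gave -0.23 (camera, adjusted p = 3.9e-05; fry, adjusted p = 0.555, the highest of a range from 1.4e-07 over the alternatives), 14.7% lower, with 75 of 93 genes lower. Against SCR replicate 2 alone the difference was -0.003. Within the culture prefix it was -0.56 for P1, with both Usf2 KD libraries lower than their SCR library, and 0.10 for P4, with both higher. The 4 Usf2 KD libraries were at 3.06 to 3.38, and 2 lay below both SCR libraries (two-sided exact permutation test, p = 0.333). The DNA repair genes differed by -0.14 over replicate 1 (9.1% lower), by 0.03 against replicate 2 alone, by -0.12 and 0.01 within prefixes P1 and P4, and by -0.05 over both (camera, adjusted p = 0.170; 0.043 with the study's resampling and 0.029 with only the groups compared, in a range to 0.696 over the alternatives), where the exact permutation p was 0.733. The genes of Supplementary Fig. 11a were each lower with Usf2 KD, by folds of mean TPM of 1.35 (Cdk1) to 2.17 (Cdc20) over SCR replicate 1, and by log2 fold changes of -0.66 (Knl1) to -0.09 (Birc5) over both (limma, adjusted p at least 0.624). Against SCR replicate 2 alone, Cdc20 (0.41), Birc5 (0.35), Uhrf1 (0.24), Ccna2 (0.24), Aspm (0.23), Kif2c (0.16), Cdk1 (0.07) and Mastl (0.02) were higher with Usf2 KD, and Knl1, Pole, Foxm1 and Plk1 were lower. Without replicate 3 of Usf2 KD, Birc5 was higher by 0.05.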

On average, cell cycle and DNA repair genes, repressed in control cells during senescence, were expressed at even lower levels when *Usf2* was knocked down midway through the senescence time course; this was analogous to our findings upon early knockdown of *Usf2* (compare lavender to magenta in Fig. 6g and Supplementary Fig. 11a). Likewise, inflammatory response factors, induced during senescence in the control setting, were more highly expressed in the “irradiate-then-knockdown” approach, consistent with our findings from the early-knockdown design (compare lavender to magenta in Fig. 6f and Supplementary Fig. 11b). 

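The 69 inflammatory genes had risen in SCR cells at 20 days by a mean log2 fold change of 1.78 over replicate 1 and 1.64 over both libraries (camera, adjusted p = 1.1e-05), with 41 genes past the threshold upwards and 9 downwards. Between Usf2 KD and SCR at 20 days the mean was -0.04 over replicate 1 (2.7% lower). It was 0.26 against replicate 2 alone and 0.11 over both (7.8% higher, camera, adjusted p = 0.206), with 38 genes higher and 31 lower. The direction therefore differs between the paper's samples and all samples. The Usf2 KD libraries were at 6.30 to 6.64, and 2 of 4 lay above both SCR libraries (two-sided exact permutation test, p = 0.467). By culture prefix the difference was -0.19 for P1, with both Usf2 KD libraries lower, and 0.41 for P4, with both higher. Without replicate 1 of Usf2 KD the mean was 0.15 (camera, adjusted p = 0.042).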

We noted only a handful of genes for which early *Usf2* knockdown effects were not recapitulated in our paradigm of knockdown after senescence entry (*e.g. Adamts1* and *Rarres2* in Supplementary Fig. 11b). 

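Adamts1 (chromosome 16, 85793827 to 85803113 in GRCm38) was at 123 ± 38.8 TPM (SD, n = 2) with SCR and 205 ± 75.0 TPM (SD, n = 4) with Usf2 KD at 10 days. At 20 days it was at 122 TPM in SCR replicate 1, at 88.4 ± 47.8 TPM over both SCR libraries and at 125 ± 37.6 TPM with Usf2 KD. Its log2 fold change with Usf2 KD was 0.69 at 10 days, and at 20 days -0.02 over SCR replicate 1 and 0.56 over both (standard error 0.43, limma's adjusted p = 0.720). Rarres2 at 20 days was at 68.9 TPM in SCR replicate 1, 76.3 ± 10.5 TPM over both SCR libraries and 77.1 ± 70.0 TPM with Usf2 KD. Its mean TPM was thus not lower with Usf2 KD. On the log2(TPM + 1) scale it changed by -0.47 over replicate 1 and -0.61 over both (standard error 0.79, limma's adjusted p = 0.878), so its direction depended on the scale. Ptgs1 and Cxcl3 changed direction with the SCR library, at 0.27 and 0.02 over replicate 1 and -0.35 and -0.41 over both. C3 (0.13) and Ripk2 (0.16) were higher over both and turned to -0.03 without replicate 2 and to -0.04 without replicate 3 of Usf2 KD. Against SCR replicate 2 alone C3 was at -0.15 and Pla2g7 at -0.0081.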

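The effects of Usf2 KD at the later time were also set against those at 10 days. The effect at 20 days minus that at 10 days was 0.49 on the log2 scale for the cell cycle list (camera, adjusted p = 2.6e-08; fry, adjusted p = 0.564), 0.12 for the DNA repair list (camera, adjusted p = 0.104) and -0.06 for the inflammatory list (camera, adjusted p = 0.970), over all mapped libraries. With the paper's samples the cell cycle effect was -0.72 at 10 days and -0.46 at 20 days. Against SCR replicate 1 at both stages it was -0.38 and -0.46, so that the order of the stages turned, and the DNA repair effect was -0.10 and -0.14. Within the culture prefix P1 the cell cycle effect was -0.31 at 10 days and -0.56 at 20 days, and within P4 it was -1.12 and 0.10.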

Overall, our analyses establish USF2 as a senescence regulator at least in part independent of its role in the acute DNA damage response, such that in its absence, cells commit even more strongly to the senescent state.

## Discussion

Complex regulatory networks likely underlie many of the quantitative behaviors of senescent cells, including kinetics and dependence on cell type and inducer (Campisi 2013; Purcell *et al.* 2014; Casella *et al.* 2019; Basisty *et al.* 2020; Chan *et al.* 2022). Exactly how these nuances are encoded remains poorly understood. To date, discovery of senescence regulators has proceeded via screens of laboratory-induced gain- or loss-of-function (Wang *et al.* 2016; Han *et al.* 2018; Brückmann *et al.* 2019; Tyler *et al.* 2021), or inferences from expression and chromatin profiles (Martínez-Zamudio *et al.* 2020; Zhang *et al.* 2021; Chan *et al.* 2022). In this study, we pioneered the use of interspecies genetic divergence for this purpose. Our approach harnesses the correlation between interspecies variation in sequence and expression levels, as a line of evidence for senescence-specific regulatory functions by a given factor. This paradigm parallels similar tools previously used to dissect divergence in expression (Veyrieras *et al.* 2008; Villarroel *et al.* 2021) and transcription factor binding (Heinz *et al.* 2013; Vierbuchen *et al.* 2017; Yang *et al.* 2022) in other contexts. Broadly speaking, these methods are not highly powered for essential determinants of a pathway under strong evolutionary constraint, which, by definition, will not vary enough among species to yield the raw observations that would go into a screening pipeline. It is likely owing to the latter effect that many previously characterized senescence regulators did not rise to high significance in our screen results. Rather, our natural variation-based approach is well-suited to identify modifiers under modest evolutionary constraint, many of which may act to confer layers of quantitative regulation onto a master regulatory pathway.

We focused our experimental validation on one such modifier, the transcription factor USF2. This factor and its family member USF1 have been well characterized for their role in cell cycle regulation and tumor suppression, with both pro- and antiproliferative roles reported across cell types (Qyang *et al.* 1999; Pawar *et al.* 2004; Allen *et al.* 2005; Chen *et al.* 2006; Qi *et al.* 2006; Qi *et al.* 2014; Hu *et al.* 2020). By tracing USF2's function in proliferation and genome-wide expression in untreated cells, we extended these conclusions alongside other documented functions of USF2 in apoptosis (Sato *et al.* 2011) and ERK1/2 signaling (Chi *et al.* 2020). In an acute DNA damage setting, we discovered that USF2 is required for cells to mount DNA repair and downstream DNA damage responses. And in senescence proper, in our cell culture system, we showed that USF2 acts as a repressor, such that in its absence, the senescence program—shutoff of cell proliferation and DNA repair, and induction of cytokines—is amplified. A compelling model is thus that even long after damage exposure, cells have access to expression states along a continuum of commitment to senescence and that USF2 acts to help determine which state they occupy. If so, USF2 would take a place among a network of factors, including p53, ING, Rb (Vicencio *et al.* 2008; Childs *et al.* 2014), p21 (Zhang *et al.* 2005; Hsu *et al.* 2019), and p16 (Panneer Selvam *et al.* 2018), that govern the choice between senescence, apoptosis, and repair and proliferation, depending on cell type (Vicencio *et al.* 2008) and the amount of damage or stress incurred (Childs *et al.* 2014).

As a corollary of these conclusions from expression profiling, we note that cell cycle and DNA repair genes, classically known to be repressed during senescence (Kim, Byun, *et al.* 2013; Chan *et al.* 2022), did not hit a floor of expression in senescent cultures: we could detect them at even lower expression levels upon *Usf2* knockdown. Since our cultures comprise >99% arrested cells within several days of irradiation (see Methods), the emerging picture is that the proliferation machinery is maintained at non-zero levels even in such a population. Any ability of these gene products to reattain activity could be of particular interest as a potential mediator of the return to proliferation seen among senescent cells in certain scenarios (Beauséjour *et al.* 2003; Lee and Schmitt 2019).

Our work leaves open the mechanisms by which USF2 exerts its effects in the DNA damage response and cellular senescence. It is tempting to speculate that USF2 ultimately works in these processes in concert with its better-studied family member, USF1. Indeed, USF1 has been implicated in DNA repair (Baron *et al.* 2012), inflammation (Ruuth *et al.* 2018; Song *et al.* 2018), immune responses (Corre and Galibert 2005), and p53-mediated cell cycle arrest (Bouafia *et al.* 2014) in contexts other than senescence. In addition, given that USF2 has been implicated in the TGFβ-p53 axis in apoptosis (Sato *et al.* 2011) and fibrosis (Samarakoon *et al.* 2012), the latter pathway could mediate some part of the USF2 effects we have seen. Furthermore, regulatory network reconstruction (Roy *et al.* 2013) suggests that USF2 acts upstream of several other transcription factors (KLF3, GLI3, and NFIL3) with direct targets in DNA repair, DNA damage response, and senescence pathways (Supplementary Table 11).

Alongside our use of *cis*-regulatory variation between mouse species as a screening tool for senescence genes, we also characterized overall patterns of divergence between *M. spretus* senescent cells and those of *M. musculus*. Given that the former exhibited lower levels of SASP mRNAs and proteins, we suggest that the rheostat of the senescence response is at a higher set point in this species, such that at a given level of stress (*e.g.* the irradiation we study here), cells of this species synthesize and secrete less of the SASP. Under this model, the decision set point for commitment to senescence by irradiated cells is similar across species, and, considered at any given time after damage exposure, it is the amplitude of the SASP that has been tuned by evolution. Such an idea would have precedent in the gradual ramp-up of senescence expression in *M. musculus* cells (Chan *et al.* 2022): plausibly, *M. spretus* could be hard-wired for slower kinetics of this progression, in the fibroblasts we study here. *M. spretus* cells could also simply cap the amplitude of their SASP, limiting the immune recruitment function of senescent cells at any timepoint.

We further hypothesize that the dampened SASP might be a proximal cause for the lower SABG activity we have seen in *M. spretus* cells. Such a link would follow from current models of the senescent state in which production and secretion of SASP components (Dörr *et al.* 2013) lead to proteotoxic stress from insoluble aggregates (Brunk and Terman 2002; Park *et al.* 2018), an increase in the number and size of lysosomes (Kurz *et al.* 2000), and enhanced β-galactosidase activity (Lee *et al.* 2006). Plausibly, any of the phenotypes we study here in cell culture could have consequences in vivo, with potential links to the stress- and pathogen-resistance phenotypes characterized in *M. spretus* (Vanlaere *et al.* 2008; Dejager *et al.* 2009; Blanchet *et al.* 2011; Pérez del Villar *et al.* 2013; Pinheiro *et al.* 2013).

The low-amplitude senescence program we have seen in *M. spretus* provides an intriguing contrast to the trend for fibroblasts from naked mole rat in culture to avoid both senescence and apoptosis altogether, after irradiation (Zhao *et al.* 2018). Instead, a given naked mole rat cell can often resolve DNA damage sufficiently to re-enter the cell cycle, to a degree several-fold beyond that seen in *M. musculus*. Likewise, the beaver allele of the DNA damage factor SIRT6 confers a similar effect in a heterologous system (Tian *et al.* 2019). These represent evolutionary innovations in other rodents distinct from the quantitative tuning of senescence expression we have traced in *Mus*. The emerging picture is one in which no single irradiation response mechanism manifests in all species, even in the simplest cell culture systems. Indeed, against the backdrop of the classic literature on *M. musculus* senescence (Itahana *et al.* 2004; Coppé, Patil, *et al.* 2010), many other irradiation response behaviors may remain to be discovered in additional non-model species. Human cells exhibit an avid senescence response, on par with that of *M. musculus* (Coppé, Patil, *et al.* 2010). As such, the programs nature has invented in other lineages may hold promise in the search for therapeutics that would tamp down the pro-aging effects of senescence in a clinical context.

## Supplementary Material

jkad091_Supplementary_Data

## Data Availability

Expression datasets supporting the conclusions of this article are available in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE201217. Raw data and complete MS datasets have been uploaded to the Mass Spectrometry Interactive Virtual Environment repository, developed by the Center for Computational Mass Spectrometry at the University of California San Diego (MassIVE ID number: MSV000089246; ProteomeXchange ID: PXD033182). Supplemental material available at G3 online.

# Supplementary material for: A natural variation-based screen in mouse cells reveals USF2 as a regulator of the DNA damage response and cellular senescence
**Source:** G3 (Bethesda). 2023 Apr 25;13(7):jkad091. doi: 10.1093/g3journal/jkad091
**Supplement:** jkad091_Supplementary_Data

**
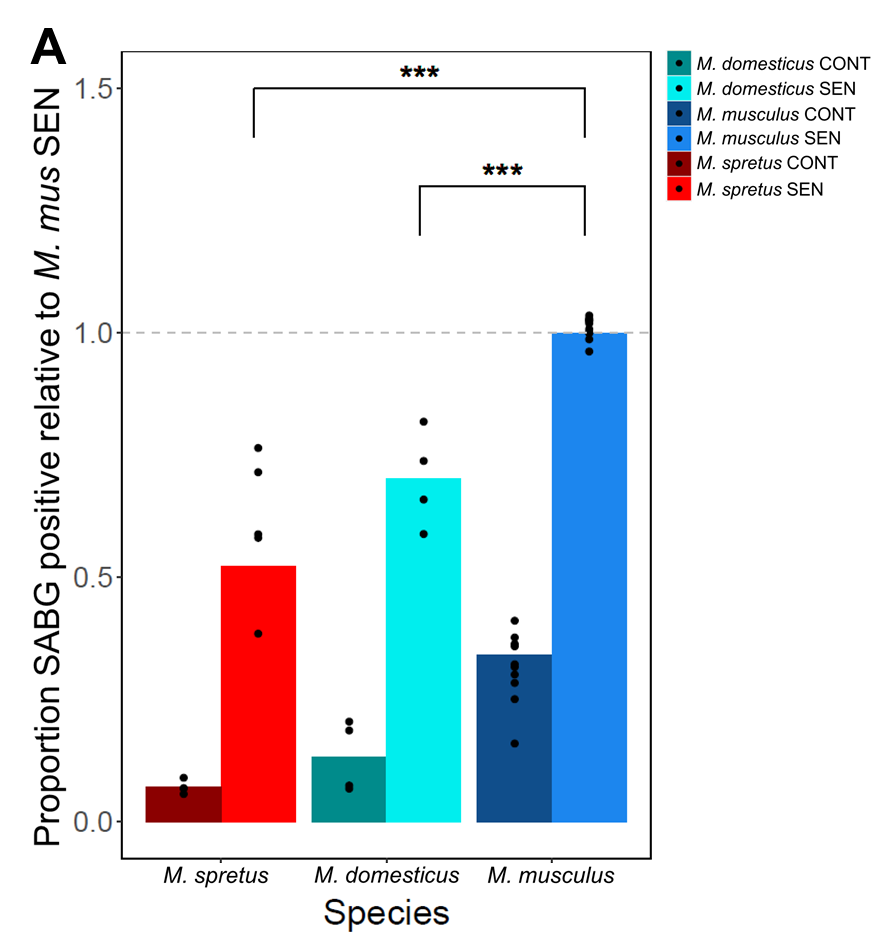
Figure S1: *M. musculus* and *M. spretus* cells represent the extremes in the natural variation of senescence-associated β-galactosidase** **across *Mus*.** (A) Each bar reports the average proportion of senescence-associated β-galactosidase (SABG) positive cells set relative to the value in senescent (SEN) M. musculus cells, for both senescent and unirradiated controls (CONT) of each species as described on the x-axis. For a given column, points represent technical replicates (*M. musculus n* = 11, *M. domesticus n* = 4, *M. spretus n* = 5). ***, *p* < 0.001, one-tailed Wilcoxon comparing species in senescence.

**Figure S2: Senescent *M. musculus* primary fibroblasts display enhanced mRNA induction of genes of the senescence-associated secretory phenotype.** Each column reports expression (TPM, transcripts per million) from RNA-seq profiling of primary fibroblasts from the indicated species for the indicated genes, in control or irradiation-induced senescent (SEN) cells. In a given column, points report biological replicates and the bar height reports their average (*n* = 3).

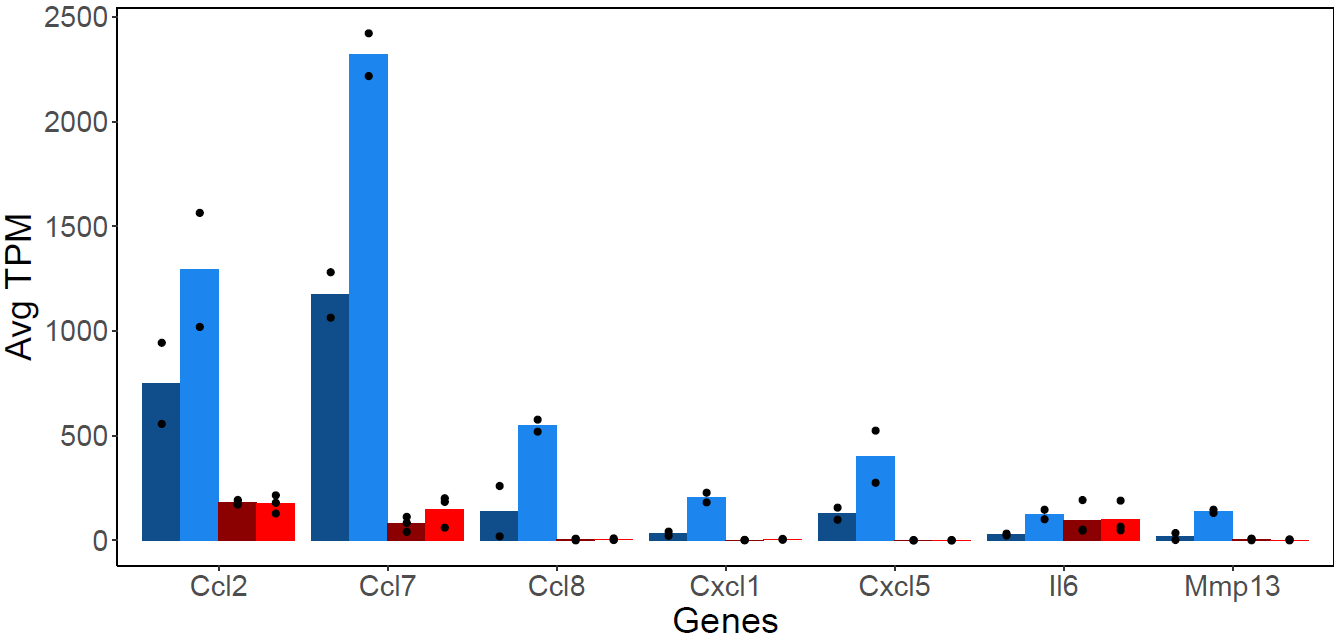

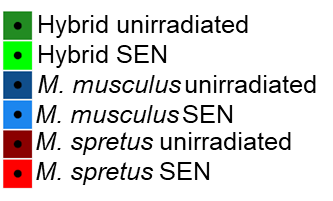

**Figure S3: Senescent *M. musculus* primary fibroblasts display enhanced secretion of proteins of the senescence-associated secretory phenotype.** Data are as in Figure S2 except that protein abundance from conditioned medium is shown.

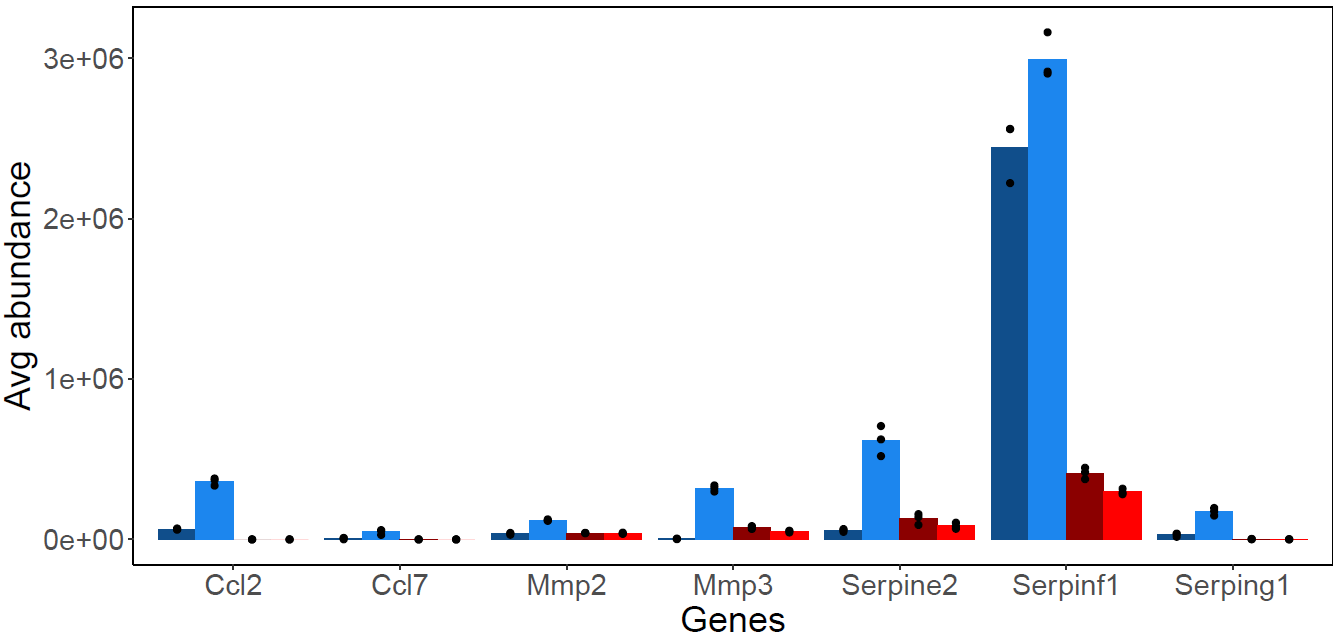

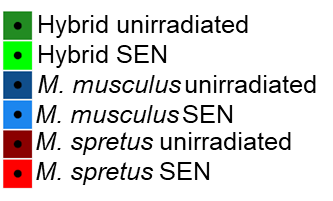

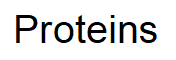

**
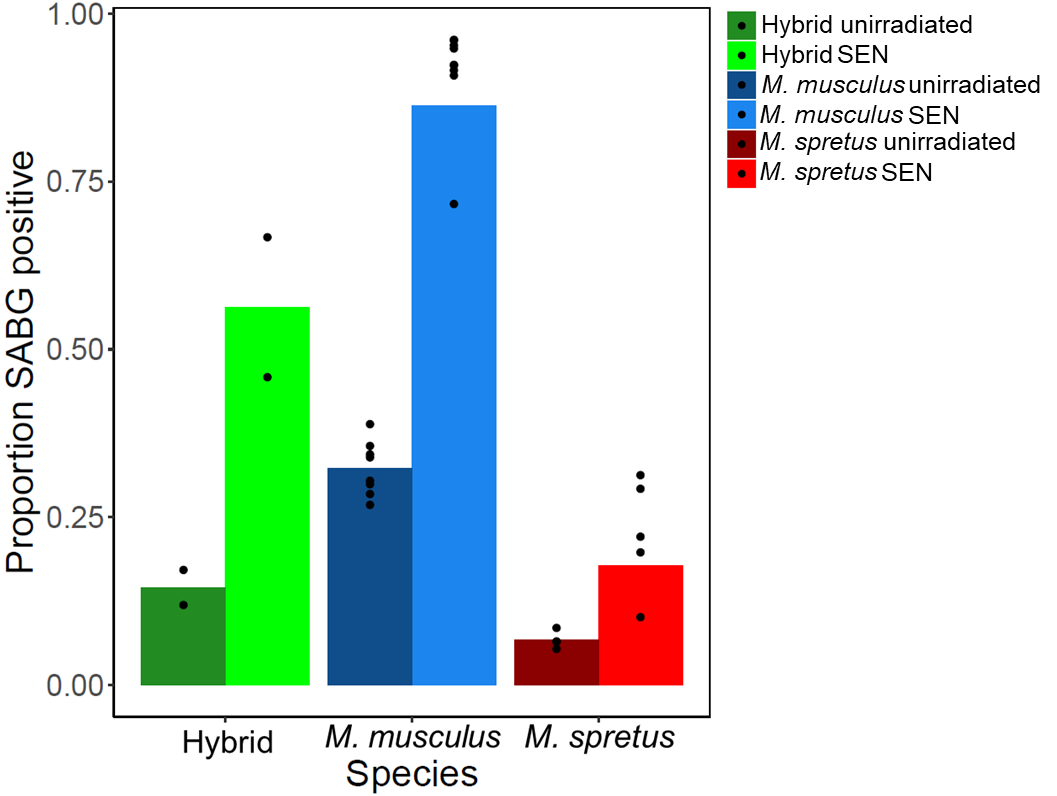
Figure S4: Senescent *M. musculus* x *M. spretus* F1 primary fibroblasts display intermediate activity of senescence-associated 𝛃-galactosidase (SABG).** Each column reports the proportion of SABG positive cells for the indicated genotype in control cells or in senescent cells seven days after irradiation (SEN). In a given column, points report biological and technical replicates and the bar height reports their average (*M. musculus n* = 9, *M. spretus n* = 5, F1 hybrid *n* = 2).

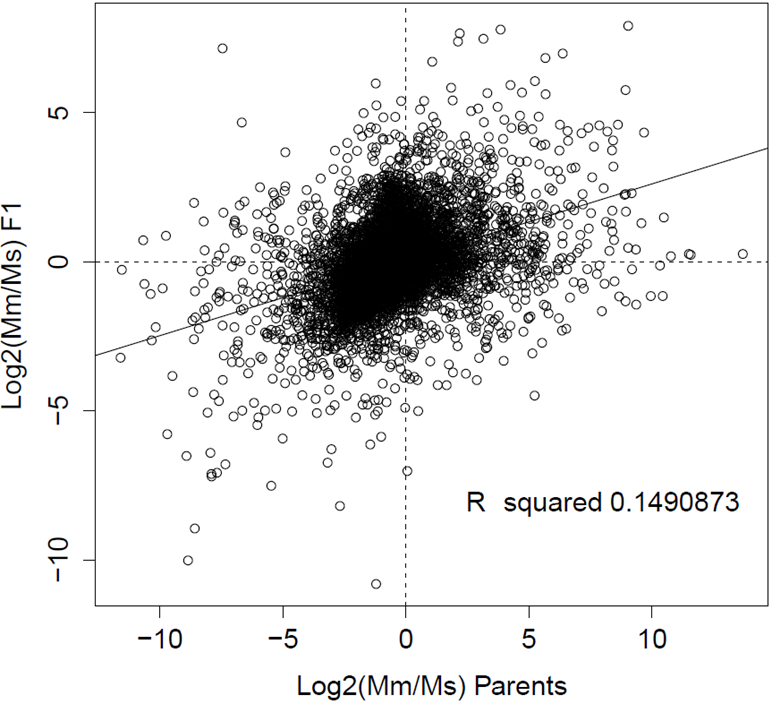
  **Figure S5: Variation in gene expression during senescence between *M. musculus* and *M. spretus* is controlled by both *cis*- and *trans*-acting elements.** Each point represents expression of one gene in primary fibroblasts induced to senesce. The *x*-axis reports the ratio of expression, as an average across biological replicates, measured in purebred *M. musculus* (Mm) and *M. spretus* (Ms) cells; the *y*-axis reports the ratio of allele-specific expression from the *M. musculus* and *M. spretus* alleles in cells from the interspecific F1 hybrid.

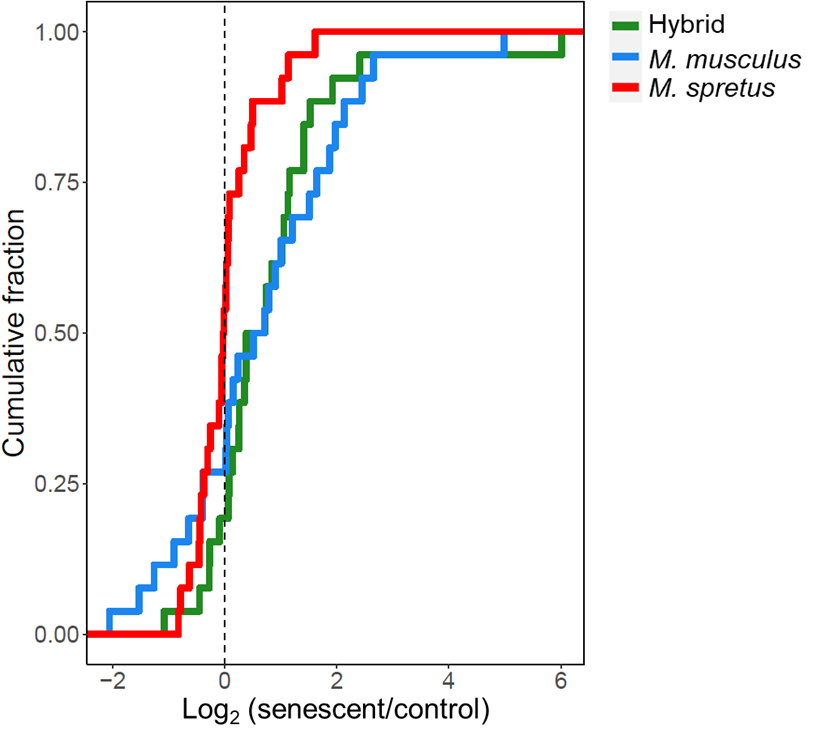
  **Figure S6: Senescent *M. musculus* x *M. spretus* F1 primary cells display intermediate induction in mRNA expression of genes of the senescence-associated secretory phenotype.** Data are as in Figure 3A of the main text except that measurements from the interspecific F1 hybrid are shown in green.

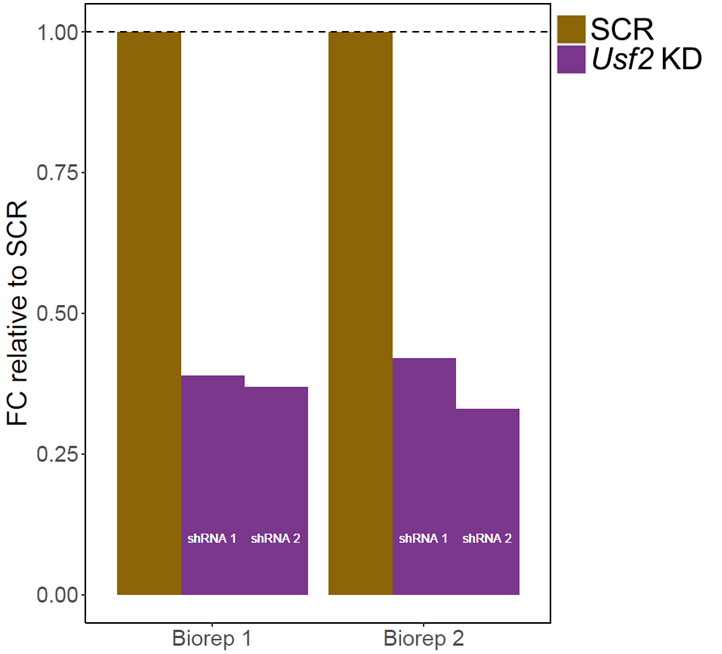
**Figure S7: *Usf2*-targeting shRNAs knock down *Usf2* expression.** Each set of bars reports *Usf2* expression measured via qPCR in *M. musculus* primary cells, in one biological replicate. In a given replicate, each bar reports the fold change (FC) in *Usf2* expression between cells harboring *Usf2*-targeting shRNA (*Usf2* KD) and those with a scrambled shRNA (SCR), normalized with respect to the value of the latter.

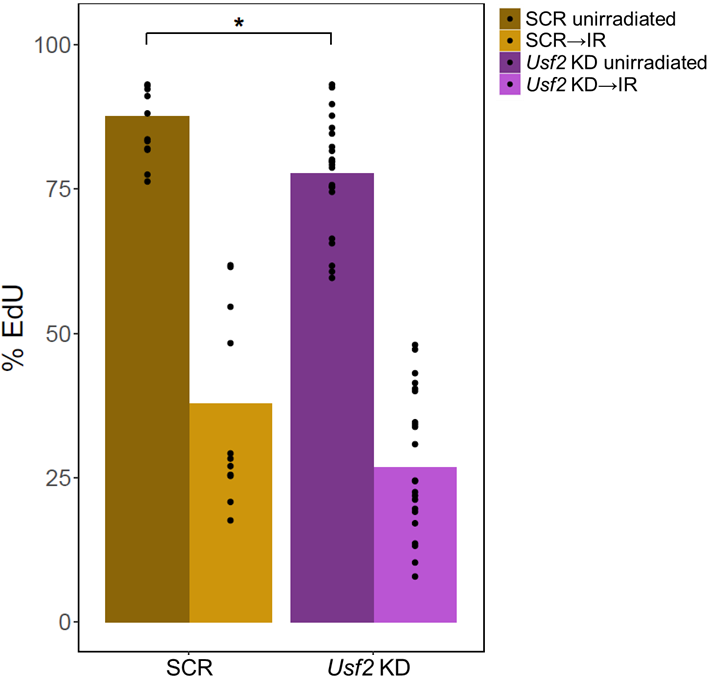
**Figure S8: *Usf2* depletion slightly slows growth of primary *M. musculus* cells independent of irradiation.** Each column reports the percentage of EdU incorporation in primary fibroblasts harboring *Usf2* or scrambled shRNAs, before or six hours after irradiation as indicated. *, *p* < 0.05, one-tailed Wilcoxon test. In a given column, points report biological and technical replicates and the bar height reports their average (SCR *n* = 11, *Usf2* KD *n* = 22).

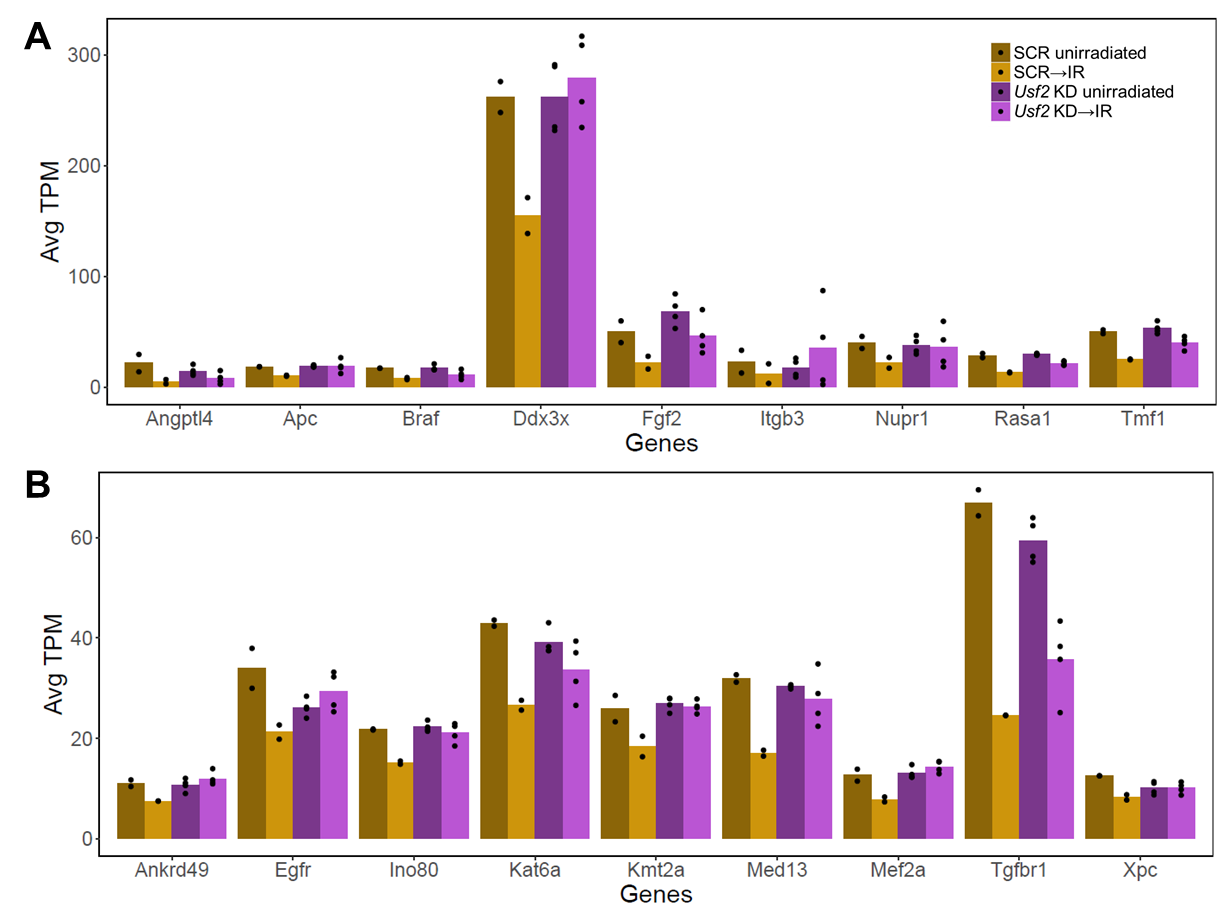
**Figure S9: *Usf2* knockdown results in less transcriptional repression following acute DNA damage.** In a given panel, each column reports mRNA expression of the indicated gene in transcripts per million (TPM) in primary fibroblasts harboring *Usf2* or scrambled shRNAs, before or six hours after irradiation as indicated. (A) Shown are a representative subset of the genes in the Gene Ontology (GO) term “negative regulation of apoptotic process” that were repressed in cells harboring the scrambled shRNA control following acute DNA damage. (B) Shown are genes in the GO term “positive regulation of transcription, DNA-templated”. In a given column, points report biological replicates and the bar height reports their average (*n* = 3).

**
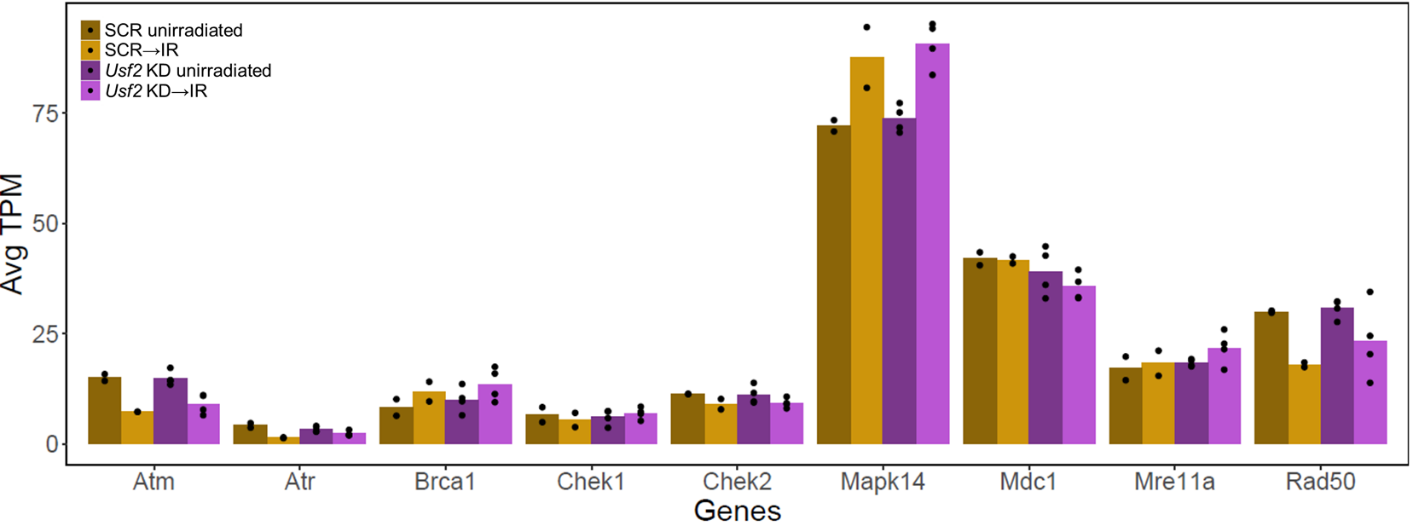
Figure S10: Expression of core DNA damage response genes are largely not affected by *Usf2* knockdown.** Data are as in Figure S9 except that DNA damage response genes are shown.

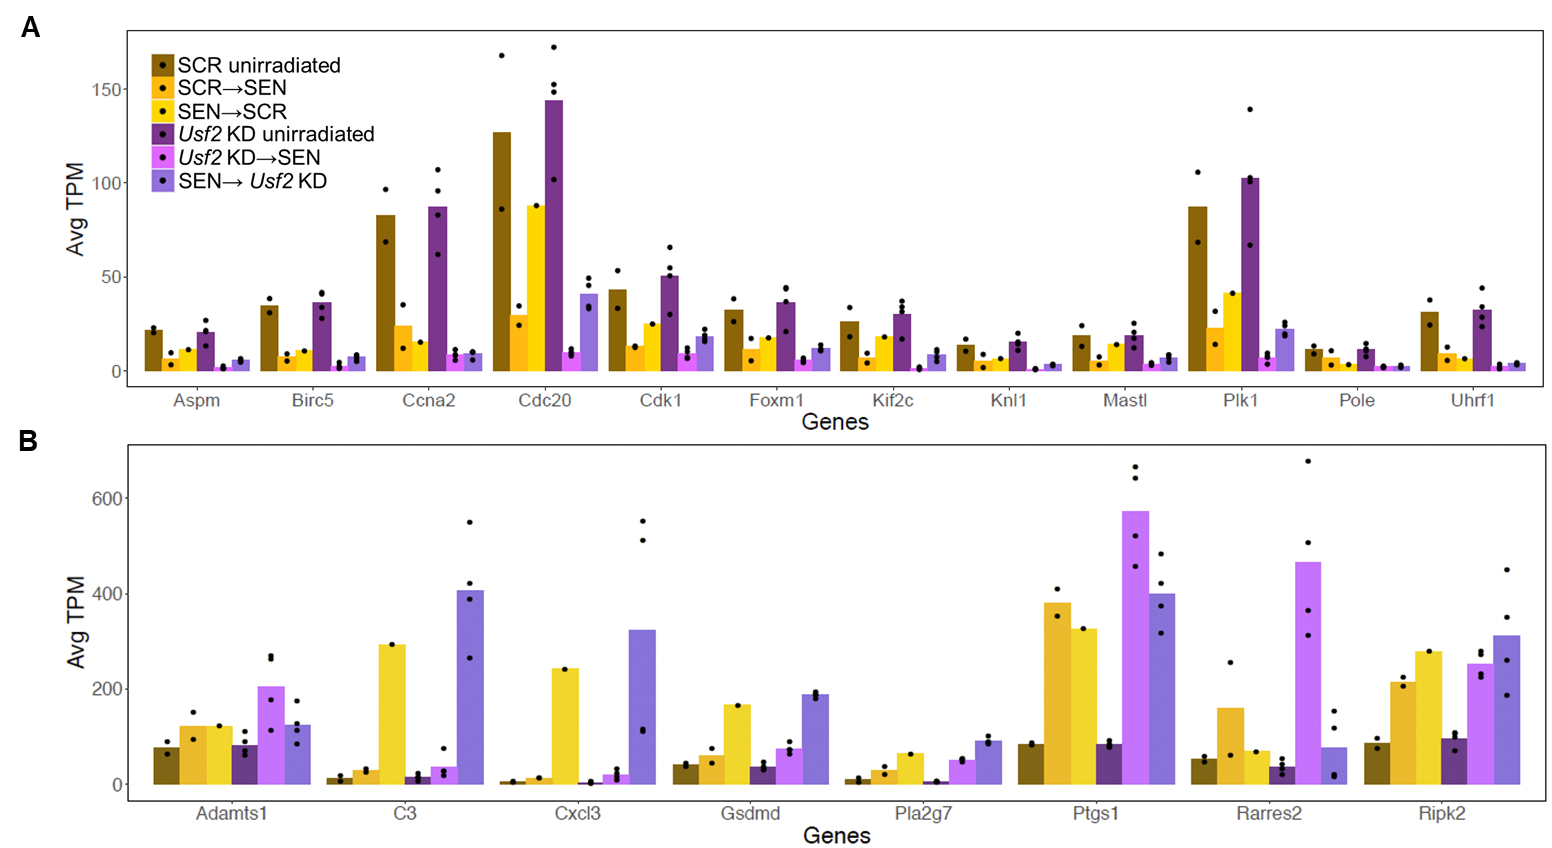
**Figure S11: *Usf2* knockdown results in an enhanced senescent gene expression profile.** In a given panel, each column reports mRNA expression in transcripts per million (TPM) in primary fibroblasts harboring *Usf2* or scrambled shRNAs, when shRNAs were administered to a resting culture (unirradiated), to resting cells followed by irradiation (→SEN), or after irradiation and senescence establishment (→KD). (A) Genes annotated in inflammation and immune response that were upregulated during senescence in scrambled shRNA controls. (B) Genes annotated in cell cycle that were repressed with senescence in scrambled shRNA controls. In a given column, points report biological replicates and the bar height reports their average (SCR *n* = 2, *Usf2* KD *n* = 4).

**
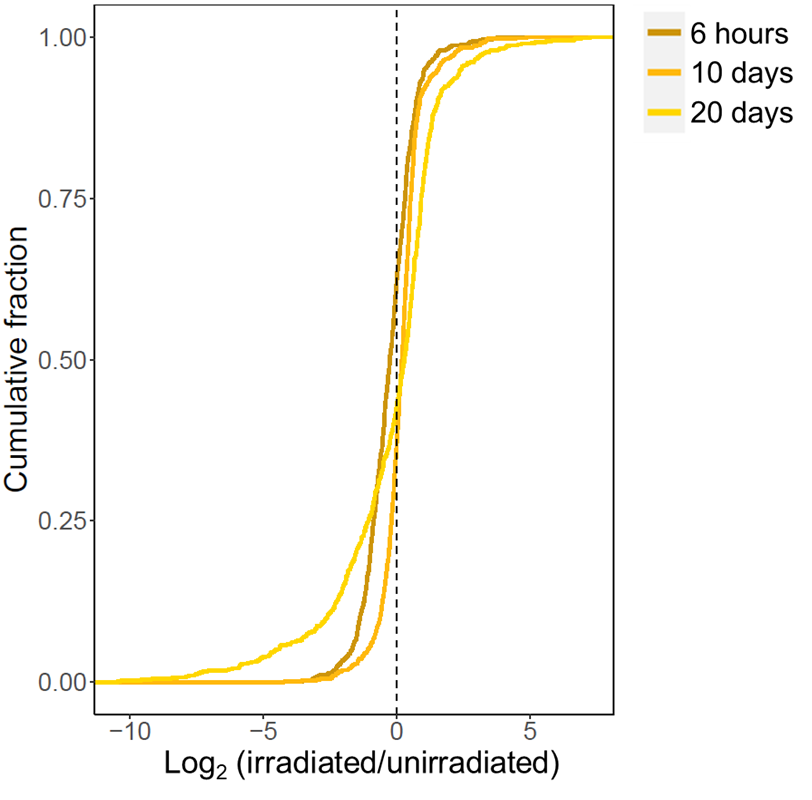
Figure S12: Expression profiling of control cells during a senescence timecourse reveals a dynamic expression program with senescence progression.** Each trace reports a cumulative distribution of gene expression in primary *M. musculus* fibroblasts harboring a scrambled shRNA, at the indicated timepoint after irradiation treatment relative to unirradiated controls. Included in the distribution are all genes significant in a test for significant expression change across the timepoints by multivariate ANOVA (Table S9). The *y*-axis reports the proportion of genes with the expression change on the *x*-axis.

# Supplementary material for: A natural variation-based screen in mouse cells reveals USF2 as a regulator of the DNA damage response and cellular senescence
**Source:** G3 (Bethesda). 2023 Apr 25;13(7):jkad091. doi: 10.1093/g3journal/jkad091
**Supplement:** jkad091_Supplementary_Data

**Primary cell extraction and culture**

Wild-derived, inbred lines of *Mus musculus* (PWK/PhJ), *Mus spretus* (STF/Pas), their interspecies F1 hybrids (*M. musculus* x *M. spretus*), and *M. domesticus* (TUCA, MANB) were maintained in standard conditions under Montana Institutional Animal Care and Use Committee protocol number 062-1JGDBS-120418. Animals were included based on age (3 to 5 months) and availability at the time of request, and were humanely euthanized prior to tissue collection via CO_2_ treatment and cervical dislocation. For each genotype, five tails from two males and three females aged 3 to 5 months were collected into chilled Dulbecco’s Modified Eagle Medium (DMEM) and shipped to the Buck Institute/UC Berkeley for further processing. *M. domesticus* TUCA, from Tucson, Arizona, in their 40th generation of sib-sib mating, and MANB, from Manaus, Brazil, in their 25th generation of sib-sib mating, were maintained in standard conditions under UC Berkeley Institutional Animal Care and Use Committee protocol number AUP-2016-03-8548-2. For each genotype, two tails from female mice less than 10 weeks old were collected as above. No blinding was required for tail collection.

Primary tail fibroblasts were extracted from the cuttings essentially as described (Khan and Gasser 2016). Briefly, tail cuttings first were soaked in 70% ethanol for 5 minutes and then laid out in sterile 10 cm tissue culture dishes in a biosafety cabinet for 5 minutes to dry. The tails were then transferred to a 10-cm dish containing 10 mL of complete medium (RPMI 1640 medium, 10% fetal bovine serum, 50 µM 2-mercaptoethanol, 100 µM asparagine, 2 mM glutamine, and 1% penicillin-streptomycin). Hair was removed from the tails using sterile forceps and razor blade, and the tails were cut into 2-3 mm pieces using sterile surgical scissors. These pieces were then transferred into a 2 mL cryotube containing a collagenase D–pronase solution and left in a shaking incubator at 37^o^C for 90 minutes. Following incubation, the contents of the cryotubes were placed into a 70 µm cell strainer in a new 10-cm dish containing 10 mL of compete medium. Using the back end of a sterile 10 mL syringe plunger, the tissue was ground into the strainer for 5-10 minutes to release the cells into the media. The cell suspension was then collected into 15 mL conical tubes and centrifuged at 580 x g and 4^o^C for 5 minutes. The supernatant was removed and replaced with fresh complete medium, and the centrifugation was repeated for two additional rounds. After the final spin, the media was replaced with complete medium supplemented with 250 ng/mL of amphotericin B. The cell suspension was placed in a 10-cm dish and incubated in a 37^o^C humidified incubator at 3% O_2_ and 10% CO_2_ for two days before passage and continued culture in complete medium (DMEM, 10% FBS, 1% penicillin-streptomycin). This complete medium was used for the remainder of our experiments. For long term storage, cells were suspended in 5% DMSO in FBS, aliquoted into cryotubes, and placed in a slow cooling container in a -80^o^C freezer overnight. The following day, the cryotubes were moved out of the slow cooling container and placed into long term containers in the freezer. To thaw cells for continued culture, cryotubes containing frozen aliquots were swirled in a 37^o^C water bath until only a thin layer of ice remained in the vial. The contents of the cryotube were then immediate transferred into a flask containing pre-warmed complete medium and incubated overnight. The following day the cells were washed twice with PBS to remove any trace of DMSO and cultured in complete medium.

For experiments in wild-type *M. musculus*, *M. spretus*, and F1 hybrid cells we considered the culture from each individual animal to represent one biological replicate of the respective genotype. In all setups, we refer to the split cultures from a given biological replicate as technical replicates in a given assay. In experiments assessing cell growth and DNA damage during senescence in purebred *M. musculus* and *M. spretus* cells, we employed two such cultures of each genotype, which we refer to as biological replicates. In experiments of SABG and gene expression profiling during senescence, we employed three biological replicates of each genotype. Proteomic analysis was carried out in one biological replicate of each genotype. In experiments of SABG in purebred *M. domesticus* cells, we employed one biological replicate. Three biological replicates of F1 hybrid cells were used in our transcriptomic screen for senescence regulators. In experiments of SABG in F1 hybrid cells, one such biological replicate was used. In knockdown experiments we carried out infection of two biological replicates with each shRNA-bearing virus. Biological replicates from a given species were chosen at random for each experiment.

**Proteomic analysis of secreted proteins**

*Conditioned medium preparation.* For a given replicate culture, either before irradiation or 10 days after irradiation (see above), cells were washed three times with PBS and incubated with serum and phenol red free DMEM containing 1% pen-strep for 24 hours. The following day the conditioned medium was collected and passed through a 0.45 µm filter to remove cellular debris. The conditioned medium was placed in a -80^o^C freezer for storage before use as input into proteomic profiling (see below). For proteomic profiles of purebred cells, we carried out this procedure for three technical replicate cultures of one biological replicate per species.

*Sample concentration.* 30 mL of conditioned media for each replicate were concentrated to 400 µL with 15 mL 3 kDa filters (Millipore Sigma, Burlington, MA). Protein concentration was determined using the Bicinchoninic Acid (BCA) assay (Thermo Fisher Scientific, Waltham, MA).

*Protein digestion and desalting.* Aliquots of 200 µg protein lysates for each sample were brought to the same overall volume of 52 µL with water, reduced using 20 mM dithiothreitol in 50 mM triethylammonium bicarbonate buffer (TEAB) at 50^o^C for 10 min, cooled to room temperature (RT) and held at RT for 10 min, and alkylated using 40 mM iodoacetamide in 50 mM TEAB at RT in the dark for 30 min. Samples were acidified with 12% phosphoric acid to obtain a final concentration of 1.2% phosphoric acid. S-Trap buffer consisting of 90% methanol in 100 mM TEAB at pH ~7.1*,* was added and samples were loaded onto the S-Trap mini spin columns. The entire sample volume was spun through the S-Trap mini spin columns at 4,000 x g and RT, binding the proteins to the mini spin columns. Subsequently, S-Trap mini spin columns were washed twice with S-Trap buffer at 4,000 x g at RT and placed into clean elution tubes. Samples were incubated for one hour at 47^o^C with sequencing grade trypsin (Promega, San Luis Obispo, CA) dissolved in 50 mM TEAB at a 1:25 (w/w) enzyme:protein ratio. Afterwards, trypsin solution was added again at the same ratio, and proteins were digested overnight at 37^o^C.

Peptides were sequentially eluted from mini S-Trap spin columns with 50 mM TEAB, 0.5% formic acid (FA) in water, and 50% acetonitrile (ACN) in 0.5% FA. After centrifugal evaporation, samples were resuspended in 0.2% FA in water and desalted with Oasis 10 mg Sorbent Cartridges (Waters, Milford, MA). The desalted elutions were then subjected to an additional round of centrifugal evaporation and re-suspended in 0.2% FA in water at a final concentration of 1 µg/µL. Subsequently, 8 µL of each sample were diluted with 2% ACN in 0.1% FA to obtain a concentration of 400 ng/µL. Finally, 1 µL of indexed Retention Time Standard (iRT, Biognosys, Schlieren, Switzerland) was added to each sample, thus bringing up the total volume to 20 µL (Escher et al. 2012).

*Mass spectrometric analysis.* Reverse-phase HPLC-MS/MS analyses were performed on a Dionex UltiMate 3000 system coupled online to an Orbitrap Exploris 480 mass spectrometer (Thermo Fisher Scientific, Bremen, Germany). The solvent system consisted of 2% ACN, 0.1% FA in water (solvent A) and 80% ACN, 0.1% FA in ACN (solvent B). Digested peptides (400 ng) were loaded onto an Acclaim PepMap 100 C_18_ trap column (0.1 x 20 mm, 5 µm particle size; Thermo Fisher Scientific) over 5 min at 5 µL/min with 100% solvent A. Peptides (400 ng) were eluted on an Acclaim PepMap 100 C_18_ analytical column (75 µm x 50 cm, 3 µm particle size; Thermo Fisher Scientific) at 300 nL/min using the following gradient: linear from 2.5% to 24.5% of solvent B in 125 min, linear from 24.5% to 39.2% of solvent B in 40 min, up to 98% of solvent B in 1 min, and back to 2.5% of solvent B in 1 min. The column was re-equilibrated for 30 min with 2.5% of solvent B, and the total gradient length was 210 min. Each sample was acquired in data-independent acquisition (DIA) mode (Gillet et al. 2012; Bruderer et al. 2017), in triplicates. Full MS spectra were collected at 120,000 resolution (Automatic Gain Control (AGC) target: 3e6 ions, maximum injection time: 60 ms, 350-1,650 *m/z*), and MS2 spectra at 30,000 resolution (AGC target: 3e6 ions, maximum injection time: Auto, Normalized Collision Energy (NCE): 30, fixed first mass 200 *m/z*). The isolation scheme consisted of 26 variable windows covering the 350-1,650 *m/z* range with an overlap of 1 *m/z* (Collins et al. 2017).

*DIA data processing and statistical analysis.* DIA data was processed in Spectronaut (version 15.6.211220.50606) using directDIA. Data extraction parameters were set as dynamic and non-linear iRT calibration with precision iRT was selected. Data was searched against the *Mus musculus* reference proteome with 58,430 entries (UniProtKB-TrEMBL), accessed on 01/31/2018. Trypsin/P was set as the digestion enzyme and two missed cleavages were allowed. Cysteine carbamidomethylation was set as a fixed modification; methionine oxidation and protein N-terminus acetylation were set as dynamic modifications. Identification was performed using 1% precursor and protein q-value. Quantification was based on the peak areas of extracted ion chromatograms (XICs) of 3 – 6 MS2 fragment ions, specifically b- and y-ions, with local normalization and q-value sparse data filtering applied (Table S4). In addition, iRT profiling was selected. Senescence specific differential protein secretion analysis comparing samples derived from unirradiated and senescent *M. musculus* and *M. spretus* cells was performed using the proteomics data as input for a two-factor ANOVA with Benjamini-Hochberg multiple testing correction (Benjamini and Hochberg 1995). Only those proteins with a corrected *p*-value < 0.05 were considered significantly differentially secreted between the species during senescence.

**Cell proliferation and DNA damage assays**

For each of two biological replicates of purebred *M. musculus* (PWK) cells infected with lentivirus harboring the scrambled control and two of each *Usf2* knockdown, either before irradiation or 6 hours after irradiation (see above), we measured cell proliferation and DNA damage response as follows.

For a given replicate, DNA synthesis was measured via 5-ethynyl-2´-deoxyuridine (EdU) incorporation assays using the Invitrogen^TM^ Click-iT^TM^ Edu Alexa Fluor^TM^ 488 Flow Cytometry Assay Kit (cat. #C10420). Cells were treated with 5 µM EdU in complete medium and left in the incubator overnight. The following day cells were fixed, permeabilized, and treated with Alexa Fluor^TM^ 488 azide before running through a BD LSRFortessa^TM^ Cell Analyzer to identify the percentage of EdU positive cells.

For a given replicate, we carried out a comet assay to measure levels of DNA double stranded breaks for a given replicate culture as described (Olive and Banáth 2006). Briefly, slides scored with a diamond tipped scribe were dipped in 1% low melting point agarose and left at 4^o^C overnight. Cells of all genotypes tested were mixed into 1% low melting point agarose at 2 × 10^4^ cells/ml, spread over the prepared slides and left to solidify for 1 hour. Slides were then incubated at 37^o^C in 2% sarkosyl, 0.5 M NA_2_EDTA and 0.5 mg/mL proteinase K pH 8 lysis buffer overnight. The following day the slides were washed three times in 90 mM Tris, 90 mM boric acid, and 2 mM NA_2_EDTA pH 8.5 wash buffer, then subject to electrophoresis at 0.6 V/cm for 25 minutes in wash buffer. The slides were then washed three times in distilled water and placed in a staining solution containing 5 µg/mL of propidium iodide for 20 minutes. The slides were washed again once with distilled water and multiple representative images were taken of each sample using a Zeiss AxioObserver epi-fluorescent microscope. Images were processed via ZEN Digital Imaging for Light Microscopy (RRID:SCR_013672) and comet tail moments were analyzed via OpenComet (Gyori et al. 2014) in ImageJ (Schneider et al. 2012).

For H2AX assays, for a given replicate, cells were cultured in 8-chamber Nunc^TM^ Lab-Tek^TM^ II Chamber Slides^TM^ (Thermo Fisher cat. # 154453). The day before staining, all cells were seeded at 60-70% confluence in each chamber. Cells were fixed by incubating with 4% paraformaldehyde for 5 minutes at 4^o^C and permeabilized using 0.1% Triton X-100 for 15 minutes at room temperature. The cells were then blocked using 3% bovine serum albumin (BSA) in PBS for 45 minutes at room temperature, then incubated with 1 µg/mL of primary antibodies specific to phosphorylated (Ser 139) H2AX (cat. # sc-517348, Santa Cruz Biotechnology) in 3% BSA overnight at 4^o^C. The following day the cells were washed in PBS three times before incubating with 2 µg/mL of Alexa 488 secondary antibodies purchased from Invitrogen (cat. # A11001) for two hours at room temperature. Cells were washed three times with PBS then incubated with 0.5 µg/mL DAPI for 5 minutes at room temperature. The cells were washed once more with PBS before mounting for imaging. Multiple representative confocal images of each sample were taken using a Zeiss LSM 710 AxioObserver. Images were processed using ImageJ, taking the average background fluorescence across several nuclei in each field of vision and only counting foci with fluorescence intensities above the background threshold.

In addition to the above, we also carried out EdU incorporation assays on two biological replicates of wild-type primary fibroblasts of the *M. musculus* (PWK) background at five days after irradiation, and observed 0.5 and 1% EdU staining, respectively.

**References**

Benjamini Y, Hochberg Y. 1995. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J R Stat Soc Ser B Methodol. 57(1):289–300.

Bruderer R, Bernhardt OM, Gandhi T, Xuan Y, Sondermann J, Schmidt M, Gomez-Varela D, Reiter L. 2017. Optimization of Experimental Parameters in Data-Independent Mass Spectrometry Significantly Increases Depth and Reproducibility of Results. Mol Cell Proteomics MCP. 16(12):2296–2309. doi:10.1074/mcp.RA117.000314.

Collins BC, Hunter CL, Liu Y, Schilling B, Rosenberger G, Bader SL, Chan DW, Gibson BW, Gingras A-C, Held JM, et al. 2017. Multi-laboratory assessment of reproducibility, qualitative and quantitative performance of SWATH-mass spectrometry. Nat Commun. 8(1):291. doi:10.1038/s41467-017-00249-5.

Escher C, Reiter L, MacLean B, Ossola R, Herzog F, Chilton J, MacCoss MJ, Rinner O. 2012. Using iRT, a normalized retention time for more targeted measurement of peptides. Proteomics. 12(8):1111–1121. doi:10.1002/pmic.201100463.

Gillet LC, Navarro P, Tate S, Röst H, Selevsek N, Reiter L, Bonner R, Aebersold R. 2012. Targeted Data Extraction of the MS/MS Spectra Generated by Data-independent Acquisition: A New Concept for Consistent and Accurate Proteome Analysis*. Mol Cell Proteomics. 11(6):O111.016717. doi:10.1074/mcp.O111.016717.

Gyori BM, Venkatachalam G, Thiagarajan PS, Hsu D, Clement M-V. 2014. OpenComet: An automated tool for comet assay image analysis. Redox Biol. 2:457–465. doi:10.1016/j.redox.2013.12.020.

Khan M, Gasser S. 2016. Generating Primary Fibroblast Cultures from Mouse Ear and Tail Tissues. J Vis Exp JoVE.(107). doi:10.3791/53565. [accessed 2022 Mar 23]. https://www.ncbi.nlm.nih.gov/pmc/articles/PMC4781275/.

Olive PL, Banáth JP. 2006. The comet assay: a method to measure DNA damage in individual cells. Nat Protoc. 1(1):23–29. doi:10.1038/nprot.2006.5.

Schneider CA, Rasband WS, Eliceiri KW. 2012. NIH Image to ImageJ: 25 years of image analysis. Nat Methods. 9(7):671–675. doi:10.1038/nmeth.2089.

# Supplementary material for: A natural variation-based screen in mouse cells reveals USF2 as a regulator of the DNA damage response and cellular senescence
**Source:** G3 (Bethesda). 2023 Apr 25;13(7):jkad091. doi: 10.1093/g3journal/jkad091
**Supplement:** jkad091_Supplementary_Data

Supplemental table captions

**Table S1: RNA-seq gene expression profiling of resting and senescent purebred *M. musculus* and *M. spretus* primary cells.** Each row reports expression of the indicated gene in transcripts per million, as an average across biological replicates of primary fibroblasts from the indicated background cultured in the indicated condition. Columns report expression in purebred *M. musculus* (Mm) or *M. spretus* (Ms) primary fibroblasts, or expression from each allele (*M. musculus*, Mm; *M. spretus*, Ms) in primary fibroblasts from the interspecific F1 hybrid, in unirradiated control (CONT) or 10 days after irradiation (senescent, SEN).

**Table S2: Functional-genomic enrichment analysis of expression profiles of unirradiated purebred *M. musculus* and *M. spretus* primary cells.** Each row reports the results of a resampling test for enrichment of expression change between unirradiated primary fibroblasts from purebred *M. musculus* and *M. spretus* (see Table S1) for the indicated Gene Ontology biological process term. The second column represents the absolute value of the sum of the ratios of expression in *M. musculus* versus *M. spretus* for all the genes in the indicated term. The third column reports the number of genes with expression data in the term. The fourth column reports the raw *p*-value from resampling analysis, and the final column reports Benjamini-Hochberg corrected *p*-values. Only terms with significant enrichment (corrected *p* < 0.05) are shown.

**Table S3: Functional-genomic enrichment analysis of expression profiles of senescent purebred *M. musculus* and *M. spretus* primary cells.** Data are as in Table S2 except that *M. musculus* and *M. spretus* cells were analyzed 10 days after irradiation (see Table S1).

**Table S4: Proteomic profiling of conditioned medium from purebred *M. musculus* and *M. spretus* primary cells via mass spectrometry.** Columns report the abundance of the indicated protein via mass spectrometry, as an average over replicates and individual detected peptides, in conditioned medium from *M. musculus* (Mm) or *M. spretus* (Ms) cells, each as an unirradiated control (CONT) or 10 days after irradiation (senescent, SEN).

**Table S5: A screen correlating divergence in transcription factor binding sites and *cis-*regulatory expression during senescence.** Each row reports the results of a Fisher’s exact test relating, for the indicated transcription factor, two measures of variation between *M. musculus* and *M. spretus*: sequence variants at the factor’s experimentally determined binding sites upstream of genes, and, at these genes, senescence-specific expression differences between the two species’ alleles in fibroblasts of the F1 hybrid background. The second and third columns report nominal and Benjamini-Hochberg corrected *p*-values respectively.

**Table S6: Expression profiling of shRNA-expressing purebred *M. musculus* primary cells across a timecourse of irradiation and senescence.** Columns report expression of the indicated gene in transcripts per million, as an average across biological replicates, in purebred primary fibroblasts from *M. musculus* (PWK) subjected to either of two regimes. In one, cells were first infected with lentivirus expressing the indicated short hairpin RNA (shRNA) and then profiled before (CONT) or 6 hours (6HR) or 10 days (SEN.10d) after irradiation. In the other regime, cells were irradiated, then infected with lentivirus expressing the indicated shRNA, and then profiled 20 days later (SEN.20d). Usf2, *Usf2* targeting shRNA; SCR, scrambled control shRNA.

**Table S7: Functional-genomic enrichment analysis of purebred *M. musculus* primary cell transcriptomes upon *Usf2* knockdown and irradiation.** Data are as in Table S2 except that *M. musculus* (PWK) primary cells harboring short hairpin RNAs targeting *Usf2* or a scrambled control were treated with ionizing radiation, and profiled 6 hours afterward (see Table S6); for each gene we formulated the average expression measurement across replicates from each shRNA category in turn, and we then took the ratio between these averages for input into Gene Ontology enrichment tests.

**Table S8:** **Functional-genomic enrichment analysis of purebred *M. musculus* primary cell transcriptomes upon *Usf2* knockdown, irradiation, and senescence establishment.** Data are as in Table S7 except that cells were infected with lentivirus expressing the indicated short hairpin RNA (shRNA), treated with ionizing radiation, and profiled 10 days afterward (see Table S6).

**Table S9: Expression analysis of purebred *M. musculus* primary cells across a timecourse of irradiation and senescence.** Each row reports results from analysis of expression of one gene in *M. musculus* (PWK) primary cells harboring a scrambled short hairpin RNA, before and 6 hours, 10 days, and 20 days after irradiation (see Table S6). Second and third columns report the raw and Benjamini-Hochberg corrected *p*-values respectively from a multivariate ANOVA test for variation in expression across the timecourse. Only genes with significant differential expression across the timecourse (corrected *p* < 0.05) are shown.

**Table S10:** **Functional-genomic enrichment analysis of purebred *M. musculus* primary cell transcriptomes upon irradiation, senescence establishment, *Usf2* knockdown, and long-term senescence.** Data are as in Table S7 except that *M. musculus* (PWK) primary cells were irradiated, incubated for 10 days, infected with lentivirus harboring short hairpin RNAs targeting *Usf2* or a scrambled control, and allowed to maintain senescence for another 10 days (see Table S6); for each gene we formulated the average expression measurement across replicates from each shRNA category in turn, and we then took the ratio between these averages for input into Gene Ontology enrichment tests.

**Table S11: *In silico* regulatory network reconstruction from irradiation and senescence transcriptomes.** Shown are results from regulatory network inference using all shRNA treated transcriptomes in this study (see Table S6) as input into the MERLIN package. Each row reports results from a transcription factor inferred to be a downstream target of USF2. The second column reports the strength of the inferred regulation by USF2; negative values indicate repression. In the remaining columns, “Yes” indicates that one or more genes of the indicated GO term were inferred to be targets of the indicated factor.

How the deposited data were processed for this re-analysis (not part of the article)

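Expression was measured as bulk RNA in 42 libraries of primary mouse fibroblasts. Purebred M. musculus (PWK) and M. spretus (STF) cultures and their F1 hybrid each have 3 unirradiated and 3 senescent libraries, 1 of each from every animal. PWK cultures with a scrambled shRNA (SCR) or shRNAs against Usf2 (Usf2 KD) have 2 and 4 libraries in each of 4 stages. All irradiation was at 15 Gy.

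The authors aligned reads with tophat without mismatches to pseudogenomes of PWK or STF, or to both joined for the F1, kept uniquely mapping reads with samtools, counted them on genes with HTSeq and deposited TPM made with their own R scripts. They kept genes with reads in most samples, by a rule the methods give. Libraries were sequenced at more than one facility, and the paper does not state which library was sequenced at which, so a batch of this kind and the conditions cannot be told apart. TPM keep no depth, so the read number the study states for each sample gives no counting error here, and no interval is given. Every column of the deposited tables was matched to a sample by its name. In the F1 table 1 row carries no gene name and was left out.

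The TPM were tested as log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with empirical Bayes variances and Benjamini-Hochberg adjustment, in genes with a mean of at least 1 TPM. Each table was fitted over all its groups, and tests were made only within a table. Levels and ratios of the F1 were set beside those of the purebreds without a test. Fold changes are on the log2(TPM + 1) scale. Lists of genes were tested with limma's camera at a preset correlation of 0.01, with 28 tests adjusted together. The 3 list tests of the effect at 20 days minus that at 10 days were adjusted among themselves. The 2 libraries per SCR group, 4 per Usf2 KD group and 3 per purebred or F1 group limit the precision. Exact permutation tests on list scores cannot give a p below 0.0667 for 4 against 2 libraries or below 0.1 for 3 against 3.

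The lists of SASP factors, transcription regulators, apoptosis repressors, DNA repair genes, inflammatory genes, p53 targets, ribosomal proteins and clock genes were written by hand, since the paper's text does not print its own, and the cell cycle list is the S phase and G2/M sets of the Seurat package. These lists, the groups, the tests, the rule for naming genes and the alternatives were set before the data were examined, except where stated. The genes named are those named in the paper's text or shown in Supplementary Figs. 2, 9, 10 and 11, and for each contrast counted the 3 largest increases and 3 largest decreases among genes past the threshold whose libraries do not overlap between the groups. Dscc1, with the largest fold of the cell cycle and DNA repair lists, was named after its value was seen.

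The libraries behind the paper's averages were found by setting every possible average of the deposited TPM against the readable rows of Supplementary Tables 1 and 6. Values over those libraries are given first, then over all mapped libraries. The labels of the Usf2 KD libraries do not settle the culture or the shRNA of each, so both shRNAs form one group. Usf2 itself was lowered unequally in these libraries up to 10 days, so the group mixes weaker and stronger knockdown.

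Unirradiated and senescent libraries of one animal share its number, which pairs them. Their deviations from the group means correlated at 0.85, 0.78 and 0.56 in M. musculus, 0.60, 0.68 and 0.76 in M. spretus and 0.52, 0.58 and 0.84 in the F1. In the shRNA experiments the study infected 2 biological replicates with each virus. The prefix of the column names and the PWK number of the titles mark the same SCR libraries and differ for Usf2 KD. Deviations of SCR and Usf2 KD libraries with the same prefix correlated at 0.57, 0.67, 0.40 and 0.42 over the stages, and with the same PWK number at 0.09, 0.06, 0.07 and -0.08. The prefix was therefore used as the pairing beside the results, without assigning a culture or an shRNA to any library.

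Alternatives were a pseudocount of 0.1, median-ratio scaling, no filter, a minimum mean of 5 TPM, a mean-variance trend, only the groups compared, replicate blocks, fry, the study's resampling with 10000 random gene sets, Reactome pathways as packaged for fgsea 1.28.0, and each library left out in turn. Added after the data were seen were the paper's samples, camera with an estimated correlation and a one-way ANOVA on unlogged TPM for the time course.

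The tests were tried on simulated data in which 200 genes changed by a log2 fold change of 2. They recovered 71% of these genes for senescence in M. musculus, 49% for the species interaction, 23% for the allele interaction, 94% for 4 Usf2 KD against 2 SCR libraries, 90.5% for 2 against 2 SCR libraries and 91% for the time course.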

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

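The tests of one animal, of gene length for the lists at 6 hours, of single SCR libraries, of shared SCR libraries and of genes outside the table and the comparison within culture prefixes were chosen only after the results were seen, and the test of abundant genes was narrowed to genes in the table after its result was seen.

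A sample far from the others in its group of 4 was found in 15 of 308 groups tested, against 15.4 expected by chance, so the number is what chance gives. In unirradiated Usf2 KD cells the far values of log2(TPM + 1) were 4.47 for Braf, 5.46 for Kat6a, 2.17 for Pla2g7, 3.52 for Cd34 and 4.90 for Steap4. At 6 hours they were 2.09 for Atr and 2.55 for Mir1898. At 10 days they were 5.82 for the apoptosis repressor list score and 1.07 for Brca1. At 20 days they were 6.07 for Rasa1, 3.44 for Ankrd49, 6.20 for Mapk14, 2.76 for Ccna2, 0.28 for Trim69 and 2.72 for Fam212b. No explanation was tested for them.

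The senescence response of the SASP list differed between M. musculus and M. spretus by 0.64 on the log2 scale. Dependence on a single animal was tested by leaving out both libraries of each M. musculus animal, and the lowest difference was 0.265, above 0. It was set against 0.79, the pooled SD of the list's level between libraries of a group. That SD measures levels and not changes, so this comparison cannot decide. The changes of M. musculus animals 1, 2 and 3 were -0.11, 0.65 and 1.41, and dependence on a single animal stays open. With median-ratio scaling of the libraries the difference was 0.71 (camera's adjusted p = 6.1e-04, in a range from 2.3e-09 to 0.573 over the alternatives), so this scaling did not lessen it. A factor fixed for a gene in each genome would cancel in a response within a species. The strain of origin and a biological difference between the species stay open as untested. For single genes, 2 of the 10 splits of the 6 M. musculus libraries gave as many genes with an adjusted p under 0.05 as the real split, and 3 against 3 allow no share under 0.05. The count was 0 for the species interaction (285 at an unadjusted p under 0.05), in M. spretus (484) and for the allele interaction in the F1 (58). Every split reaches a count of 0, so the 100 of 100 splits (the real one and 99 drawn), 10 of 10 and 10 of 10 that did decide nothing.

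The transcription regulator list (0.22) and the apoptosis repressor list (0.28) differed between Usf2 KD and SCR in their response at 6 hours. Opposed effects of Usf2 KD and irradiation arise from shared SCR libraries alone. Across genes their correlation was -0.249, and for simulated unchanged groups against the same libraries it ran from -0.305 to -0.241, so the shared libraries account for a correlation of this size across genes. Whether they account for the lists was not tested. Gene length as the whole source was argued against, since without the genes that the study shows the median interaction of the transcription regulators lay at percentile 99.93 and that of the apoptosis repressors at 99.43 among 10000 random lists matched on gene length. An effect of Usf2 on these genes stays open.

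Over all libraries the cell cycle list was less reduced with Usf2 KD at 20 days than at 10 days, by 0.49 on the log2 scale (camera's adjusted p = 2.6e-08, fry's 0.564). At 10 days all 4 Usf2 KD libraries lay below both SCR libraries, which argues against a single SCR library as the source of that decrease, although its size was -0.38 or -1.05 by SCR library. At 20 days the decrease was -0.46 or -0.003 by SCR library, so against SCR replicate 1 of each stage it was larger at 20 days (-0.46) than at 10 days (-0.38). By culture prefix the effect was -0.31 at 10 days and -0.56 at 20 days for P1, and -1.12 and 0.10 for P4, so the difference between the stages had opposite signs, and with 1 SCR library per prefix its source stays open. Time of knockdown and time of sampling differ together, and no biological explanation was tested.

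Among genes that the paper's text does not discuss at 6 hours in SCR, the p53 target list rose by a mean of 1.49 (37 genes, 34 higher), the ribosomal protein list rose by 0.51 (54 genes, 51 higher) and the clock list changed by -0.93 (18 genes, 15 lower). Ribosomal protein genes are short, and shorter genes changed upwards at this time (Spearman rho -0.295 across genes), a candidate explanation for part of their rise. Against random lists of matched length the p53 list lay at percentile 100, the ribosomal list at 99.93 and the clock list at 0. The time of day of collection is not known, so for the clock list it stays open beside irradiation.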

How the results depend on the processing

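Of 473 comparisons of the main results with an alternative, 397 kept their direction and their side of the threshold. The 62 other changes were in 26 results for named genes, with 54 weaker, 7 stronger and 1 moved. Unless stated, the cause of a change was not tested.

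With a pseudocount of 0.1, senescence changed 0 genes in M. musculus, Usf2 KD changed 3 genes in unirradiated cells and 91 at 6 hours, the interaction at 6 hours passed for 4, and the median in SCR at 6 hours was -0.0759. Median-ratio scaling gave 2 interaction genes, -0.0281 for DNA repair genes with Usf2 KD at 6 hours, -0.00583 for SASP genes in M. spretus, -0.253 for apoptosis repressors at 6 hours in SCR, -0.0241 for transcription regulators with Usf2 KD before irradiation, and medians of 0.0104 in SCR and -0.00505 in Usf2 KD, as centring on the median gene does. With no filter, 1 gene passed the allele interaction, DNA repair with Usf2 KD at 6 hours was -0.00090, the SCR median was -0.0671 and R squared of the allele ratios was 0.124.

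A minimum mean of 5 TPM gave 0 genes in M. musculus senescence, 2 with Usf2 KD before irradiation, 82 at 6 hours, 3 interaction genes, -0.0029 for DNA repair with Usf2 KD at 6 hours, -0.0043 for SASP genes in M. spretus, -0.0478 for apoptosis repressors with Usf2 KD before irradiation, 0.437 for inflammatory genes at 10 days in SCR and an SCR median of -0.0378. With a mean-variance trend, 0 genes passed in M. musculus and 2 with Usf2 KD before irradiation. With only the groups compared, which leaves fewer libraries to estimate the spread, 0 genes passed for M. musculus senescence and for Usf2 KD before irradiation, at 6 hours and at 10 days, 1417 at 6 hours in SCR (356 higher, 1061 lower) and 3991 over the time course, and the lists gave -0.0486 for DNA repair with Usf2 KD at 20 days, -0.0142 for SASP genes in M. spretus and -0.0414 for apoptosis repressors with Usf2 KD before irradiation.

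With the animal as a replicate block, 259 genes passed in M. musculus (95 higher, 164 lower) and 28 in M. spretus (10 higher, 18 lower), Ccl7 passed in M. musculus (adjusted p = 0.045, range 0.045 to 0.996), and the block changed no other call. With the culture prefix as a replicate block, 97 genes passed for Usf2 KD at 6 hours (96 higher, 1 lower) and 59 at 10 days (31 higher, 28 lower), Ddx3x, Egfr and Mef2a passed in SCR at 6 hours and Uhrf1 at 10 days, and the block changed no other call. With the PWK number of the titles as a block, Atoh8 and Myo10 did not pass at 10 days.

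Of 20 lists past camera's threshold, 6 were not past fry's, with the same means of 0.645 (SASP species difference), 0.652 (SASP in M. musculus), -0.175 (DNA repair with Usf2 KD at 10 days), -0.269 (DNA repair at 10 days in SCR), -0.229 (cell cycle with Usf2 KD at 20 days) and -0.104 (inflammatory with Usf2 KD before irradiation). With an estimated correlation, chosen after seeing the data, 17 were not past it. These were the 6 above and transcription regulators (0.22 with Usf2 KD at 6 hours, -0.286 in SCR, 0.215 for the interaction), apoptosis repressors (0.239 and -0.336), the cell cycle list (-0.716 with Usf2 KD at 10 days, -1.23 and -1.20 in SCR at 10 and 20 days), ribosomal proteins (0.509) and the inflammatory list in SCR (0.446 and 1.64). The study's resampling gave -0.0912 for DNA repair with Usf2 KD at 20 days, 0.158 for inflammatory genes at 10 days, -0.317 and -0.343 for transcription regulators and apoptosis repressors in SCR. For SASP genes in the F1 this permutation of gene sets gave 1.12 (p = 0.0001, the smallest that 10000 draws can give). Reactome pathways gave 0.0824, -0.0150 and 0.0474 for transcription with Usf2 KD, in SCR and for the interaction, -0.0854 for DNA repair with Usf2 KD at 10 days and -0.00217 for inflammatory genes before irradiation. The paper's samples gave 104 genes in M. musculus and 7 interaction genes, and a one-way ANOVA on unlogged TPM, chosen after seeing the data, 865 genes over the time course.

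Over the fits that each left out one replicate, counts ran from 1 to 89 for M. musculus senescence (6 fits, 89 without senescent replicate 1), 0 to 6 for the species interaction (12 fits), 0 to 1 for the allele interaction, 0 to 3 for the interaction at 6 hours, 11 to 318 for Usf2 KD at 6 hours (318 without replicate 4) and 3 to 17 at 10 days. List means ran from -0.0526 to 0.0932 for SASP genes in M. spretus and from -0.0697 to 0.0768 for DNA repair with Usf2 KD at 6 hours. Before irradiation they ran from -0.0171 to 0.0274 for transcription regulators, -0.0578 to -0.0240 for apoptosis repressors, -0.205 to 0.379 for the cell cycle list and -0.231 to 0.0208 for the inflammatory list. The inflammatory list ran from 0.127 to 0.708 at 10 days in SCR, from -0.114 to 0.467 with Usf2 KD at 10 days and from -0.0395 to 0.255 at 20 days. The SCR median ran from -0.0932 to -0.0389, and R squared from 0.103 to 0.193.

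Named genes that changed direction in fits that keep a test ran, for senescence in M. musculus, from -2.02 to 3.40 (Ccl2), -1.24 to 3.48 (Ccl7), -1.05 to 3.83 (Cxcl5) and -0.22 to 3.71 (Il6). For the species interaction they ran from -1.94 to 3.49 (Ccl2), -2.08 to 2.64 (Ccl7), -0.79 to 3.04 (Cxcl1), -1.01 to 3.87 (Cxcl5) and -0.34 to 3.59 (Il6). These purebred fits each drop 1 library of an animal and keep its partner, so differences in level between animals enter the change. With Usf2 KD they ran from -0.13 to 0.21 (Chek2, 6 hours), -0.26 to 0.40 (C3, 10 days), and at 20 days -0.54 to 0.35 (Birc5), -0.15 to 0.42 (C3), -0.042 to 0.38 (Ripk2) and -0.091 to 0.092 (Usf1). Fits with 1 SCR library left in a compared group were given no test, since that group then has no spread of its own. In these fits the following also turned: Usf1 before irradiation (-0.058), Itgb3 at 6 hours in SCR (0.022), Brca1 (-0.091), Chek1 (-0.033) and Mapk14 (-0.061) at 6 hours with Usf2 KD, Foxm1 (0.054), Mastl (0.19) and Gsdmd (-0.027) at 10 days, and Cdc20 (0.41), Ccna2 (0.24), Uhrf1 (0.24), Aspm (0.23), Kif2c (0.16), Cdk1 (0.068), Mastl (0.018), Pla2g7 (-0.0081), Adamts1 (-0.015), Cxcl3 (0.022) and Ptgs1 (0.27) at 20 days.

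Leaving out SCR libraries gave no count at 6 hours in SCR or over the time course, since 1 library is left, and Reactome gave no value for apoptosis repressors. Fitting only the groups compared and the mean-variance trend do not apply to the F1 SASP score. TPM hold no depth, so what depth limits could not be measured.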

Differences from the paper's values

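The paper gives a reduction of about 20% for DNA repair and cell cycle genes with Usf2 KD at 10 days. The DNA repair list was 11.4% lower. Of the alternatives set before the data were examined, a pseudocount of 0.1 (16.7%), the study's resampling (18.1%), leaving out Usf2 KD replicate 3 (13.3%) and leaving out SCR replicate 1 (16.1%) came within the spread between replicates of the paper's 20%, and the others did not. The cell cycle list was 39.1% lower, more than 1.5 times the paper's value but within the spread between replicates. It was 14.5% lower with the Reactome pathway, 23.2% without SCR replicate 2, 47.0% with a pseudocount of 0.1, 49.7% with the study's resampling and 51.7% without SCR replicate 1.

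For the SCR time course the paper's Supplementary Table 9 holds 805 genes, and limma's F test called 7333. None of the alternatives set before the data were examined closed the gap. A one-way ANOVA on unlogged TPM, chosen after seeing the values, called 865 of the filtered genes and 793 of all genes.

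The paper shows Ccl2, Ccl7, Ccl8, Cxcl1, Cxcl5, Il6 and Mmp13 as induced in M. musculus senescence. None passed limma's threshold over all 3 animals, with adjusted p from 0.537 (Mmp13) to 0.978 (Ccl2), over the paper's samples Cxcl1 passed (0.026), and with the animal as a replicate block Ccl7 did (0.045, in a range to 0.996 over its alternatives). The paper names cell cycle genes that fell with Usf2 KD at 10 days. None passed over all libraries, and with the paper's samples Cdc20 (0.043) and Uhrf1 (0.045) did. Those samples leave out only SCR 20 day replicate 2 here, so the 10 day libraries compared were the same. Uhrf1 also passed without Usf2 KD replicate 2 (0.042) and with the culture prefix as a replicate block (0.041), in a range to 0.369.

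The paper states that DNA repair genes were lower with Usf2 KD at 20 days. With its own samples the list's mean was -0.14 on the log2 scale (9.1% lower), and against SCR replicate 2 alone it was 0.03. Over all libraries the mean was -0.05 (camera's adjusted p = 0.170), and the list passed with the study's resampling (0.043) and with only the groups compared (0.029), in a range to 0.696 over the alternatives.

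The paper states that inflammatory genes were amplified by Usf2 KD at 10 days. The list's mean was 0.17 on the log2 scale (camera's adjusted p = 0.252). The study's resampling called it (adjusted p = 0.0109), as did camera without Usf2 KD replicate 3 (0.042), in a range from 0.0109 to 0.856 over the alternatives. The paper states that these genes were also higher at 20 days. With its own samples the mean was -0.04, and over all libraries it was 0.11, past camera's threshold only without Usf2 KD replicate 1 (0.042).

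The paper describes the repression at 6 hours as blunted by Usf2 KD. The median log2 fold change over all genes was -0.0693 with SCR and -0.0800 with Usf2 KD, and 0 genes passed for the interaction (587 at an unadjusted p under 0.05). Other values go with the paper's description. Of the genes lower in SCR 81.2% fell less with Usf2 KD, although genes picked for their fall in SCR tend to do so. The mean interaction was 0.22 for the transcription regulator list and 0.28 for the apoptosis repressor list. Interaction genes were called with a pseudocount of 0.1 (4), median-ratio scaling (2), a minimum of 5 TPM (3) and without Usf2 KD replicate 3 (3). Ddx3x, Egfr, Itgb3, Mef2a and Nupr1 of Supplementary Fig. 9 did not pass for a fall in SCR, and with the paper's samples Ddx3x (0.020) and Mef2a (0.016) did. The paper's samples leave out only SCR 20 day replicate 2 here, so the unirradiated and 6 hour libraries compared and their fold changes were the same. With the culture prefix as a replicate block Ddx3x (0.014, in a range to 0.124 over its alternatives), Egfr (0.042, to 0.191) and Mef2a (0.033, to 0.184) passed.

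The paper describes the F1 as intermediate for most SASP genes. Its level lay between the purebreds for 31 of 44 genes, and its change with senescence lay above both for 21. The paper names Adamts1 as not following the early pattern at 20 days. Its log2 fold change was 0.56 over all libraries and -0.02 over the paper's samples.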

Other observations

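The tests of genes outside the table and of single SCR libraries and the comparison within culture prefixes were chosen only after the results were seen, and the test of abundant genes was narrowed after its result was seen.

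In SCR at 6 hours the log2 fold change fell with the genomic span of a gene (Spearman rho -0.295 across 11568 genes with a span, 99.1% of those tested). Over 5 equal groups of genes ordered by span, with median spans of 4.72, 12.7, 24.7, 46.7 and 122 kb, the median changes were 0.15, 0.08, -0.002, -0.19 and -0.40. The rho was -0.191 in Usf2 KD, and 0.269 for Usf2 KD against SCR at 6 hours against -0.055 before irradiation. Gene length therefore may account for part of the shift of genes at 6 hours. Slowed elongation and a length bias of the libraries were not told apart.

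The small shift of the median gene in SCR (-0.069) could also come from the scale of TPM. The summed TPM of the listed genes changed by -0.047 on the log2 scale and lay below the unirradiated sums in 2 of 2 SCR and 4 of 4 Usf2 KD libraries, so genes outside the table took more of the total. Abundant genes of the table taking more of it was argued against, since the 583 most abundant genes had a median change of -0.00905 and their share fell from 49.7% to 48.4%.

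For inflammatory genes at 10 days, 0 of 4 Usf2 KD libraries lay above both SCR libraries, and at 20 days 2 of 4 did. Against the SCR library with the same culture prefix, both Usf2 KD libraries with prefix P1 were lower (mean difference -0.18 at 10 days and -0.19 at 20 days) and both with prefix P4 were higher (0.51 and 0.41). Each prefix has 1 SCR library, so a single deviating SCR library and a response that differs between cultures cannot be told apart. The cell cycle list at 20 days was also lower within P1 (-0.56) and higher within P4 (0.10).

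Values that belong at no claim concern single libraries. The 4 Usf2 KD libraries correlated most within the pairs 1 with 3 and 2 with 4 at each stage, at 0.992 and 0.991 at 20 days. PWK animal 1 correlated with the other M. musculus animals at 0.683 to 0.804. SCR replicate 2 at 10 days had a cell cycle score of 3.79 against 3.12 in replicate 1.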
